# PLZF limits enhancer activity during hematopoietic progenitor aging

**DOI:** 10.1093/nar/gkz174

**Published:** 2019-03-20

**Authors:** Mathilde Poplineau, Julien Vernerey, Nadine Platet, Lia N’guyen, Léonard Hérault, Michela Esposito, Andrew J Saurin, Christel Guilouf, Atsushi Iwama, Estelle Duprez

## Abstract

PLZF (promyelocytic leukemia zinc finger) is a transcription factor acting as a global regulator of hematopoietic commitment. PLZF displays an epigenetic specificity by recruiting chromatin-modifying factors but little is known about its role in remodeling chromatin of cells committed toward a given specific hematopoietic lineage. In murine myeloid progenitors, we decipher a new role for PLZF in restraining active genes and enhancers by targeting acetylated lysine 27 of Histone H3 (H3K27ac). Functional analyses reveal that active enhancers bound by PLZF are involved in biological processes related to metabolism and associated with hematopoietic aging. Comparing the epigenome of young and old myeloid progenitors, we reveal that H3K27ac variation at active enhancers is a hallmark of hematopoietic aging. Taken together, these data suggest that PLZF, associated with active enhancers, appears to restrain their activity as an epigenetic gatekeeper of hematopoietic aging.

## INTRODUCTION

Transcription factors (TFs) play important roles during hematopoiesis, from stem cell maintenance to lineage commitment and differentiation (1,2). It is now well admitted that sequence specific TFs in concert with epigenetic factors regulate gene expression during hematopoiesis (3,4). For more than a decade, the progression of hematopoietic stem cells (HSCs) toward more differentiated cells has been thought to be accompanied by epigenetic reprograming (5,6) and it appears that the structure of chromatin is essential for hematopoietic lineage specification (7,8). However, the interdependent interactions between TFs and chromatin features during hematopoietic differentiation are still poorly understood. Studies in different systems have indicated that the chromatin of regulatory elements is in a pre-active state in stem cells and/or early progenitors before the transcriptional initiation, leading to the concept of ‘gene priming’ (9). The priming is thought to be driven by a specific class of TFs called ‘pioneer TFs’, that are able to induce the early chromatin changes during the gene activation process (10).

PLZF, also known as Zbtb16, is a master transcriptional regulator with effects on growth, self-renewal and differentiation with a well-recognized role in hematopoietic, spermatogonial, mesenchymal and neural progenitor cells (11). Within the hematopoietic tissue, PLZF is involved in the production of numerous different hematopoietic and immune cells and regulates immune responses (12,13). Its expression marks NKT-cell development (14) but also controls megakaryopoiesis (15) or invariant natural killer T cell effector functions (16). However, PLZF is not considered as a lineage-specific TF unlike lineage-instructive TFs such as PU.1 and C/EBPalpha (17–19). Indeed, PLZF inactivation in mouse models does not result in a specific blockage in the immature hematopoietic compartment (20), but induces subtle changes in HSC cell cycle progression that participate to the aging of the hematopoietic system (21). This aging-like phenotype in PLZF-mutant HSC was characterized by an increase in myeloid progenitor differentiation at the expense of the lymphoid progenitors and was correlated with the alteration of gene expression programs related to stem cell function and cell cycle (21).

PLZF has a recognized epigenetic function; it is probably through its chromatin activity that PLZF finely and precisely regulates transcriptional programs that mediate its biological functions. However, it remains unclear how PLZF causes changes in the existing epigenetic landscape (22). PLZF binds to multiple epigenetic cofactors that could be recruited and modify the chromatin landscape at the vicinity of PLZF chromatin localization (23–25). For instance, previous studies have shown that PLZF recruits HDAC complexes at targeted promoters and locally reduced histone acetylation (25,26). In addition, we previously showed that presence of PLZF at chromatin is associated with the tri-methylation of lysine 27 of histone H3 (H3K27me3) enrichment at developmental genes (24,27).

Here, we reveal a new chromatin function of PLZF in myeloid progenitors. By analyzing epigenomic landscape variations upon PLZF expression or inactivation, we discovered that PLZF inhibits acetylation of lysine 27 of histone H3 (H3K27ac) at enhancer regions that are already active. Moreover, the de-repression of the enhancer regions observed in PLZF-mutated granulocytic-monocytic progenitors (GMPs) is also observed in old GMPs. Thus, we propose that PLZF limits some aging features by restricting enhancer activity of genes involved in metabolic processes.

## MATERIALS AND METHODS

### Mice

The mouse model C57BL/6 Cd45-2 *Zbtb16^lu/lu^* was previously described in Vincent-Fabert *et al.* (21). As the *Zbtb16^lu/lu^* mutation increases the GMP compartment after regenerative stress we performed bone marrow (BM) reconstitution of *Zbtb16^lu/lu^* and WT mice. For reconstitution 2 millions of total BM were transplanted in lethally irradiated (8–8.5 Gy) C57BL/6 Cd45-1 mice. Reconstitution was monitored every 4 weeks and mice were sacrificed for GMP purification at 16 weeks post transplantation. Young (∼2 months) and aged (∼18 months) C57BL/6-Cd45.1 mice were purchased from Charles River Laboratories. B6-Cd45.1/Cd45.2 mice were bred and maintained in the CRCM mouse facility in accordance with our institutional guidelines for the use of laboratory animals and approved by the French authority (authorization number: MESR#5645).

### Purification of granulocyte monocyte progenitors (GMPs), LK and LSK

Tibias and femurs were crushed in PBS containing 3% of fetal calf serum (FCS). Red blood cells were lysed using ACK buffer (Gibco). Bone marrows were depleted in mature cells, expressing the lineage markers Cd5, B220, Cd11b, Gr-1, Ter-119 or 7-4, using the lineage cell depletion kit (Miltenyi Biotec). GMPs (Lineage^−^, Cd45^+^, C-Kit^+^, Sca-1^−^, Cd34^+^, FcγR^+^), LK (Lineage^−^, Cd45^+^, C-Kit^+^, Sca-1^−^), LSK (Lineage^−^, Cd45^+^, C-Kit^+^, Sca-1^+^) were purified using the FACS Aria III cell sorter (Beckman Dickinson). Antibodies used for GMP staining are described in supplemental materials.

### Cell culture and lentiviral transduction

The 416b murine myeloid cell line expressing the surface marker Cd34 (a generous gift from B. Göttgens) was maintained at exponential growth in RPMI 1640, 10% FCS and 1% penicillin/streptomycin. Cells were transduced with PLZF-FLAG-GFP or empty-FLAG-GFP lentiviral particles, 30 min at 2000 rpm, 32°C. After 48 h, GFP positive cells were purified on the FACS-ARIA II cell sorter (Beckman Dickinson).

### Luciferase assay

416b cells were transfected using Amaxa^®^ Cell Line Nucleofactor^®^ kit C (Lonza), U937 program, with 2 μg of *RENILLA* Luciferase control reporter and 4 μg of *CD47* enhancer-Firefly vectors. *CD47* enhancer-*FIREFLY* vector was generated from the previously described construct *CD47*-E5 (28). Luciferase activity was monitored 8 h after transfection using the Dual Luciferase Reporter Assay (Promega).

### Reverse-transcription and PCR quantitative (RT-qPCR)

Total RNA was extracted using the RNeasy Plus Micro kit (Qiagen). cDNA was synthesized with the Transcriptor High Fidelity cDNA Synthesis Kit (Roche). PCR was done using Taqman probes (Mm00607939_s1 Actb, Mm01198489_g1 Rpl6, and Mm01176868_m1 Zbtb16; Life Technologies) and Taqman Universal PCR Master Mix (Life Technologies) on the Fast 7500 Real-Time PCR system (Applied Biosystem). Relative expression levels were determined by the 2^–ΔCT^ method using *Actb* or *Rpl6* as housekeeping genes.

### Western blotting (WB)

Total proteins were extracted using the cell lysis and fractionation kit (ThermoFisher) or RIPA buffer. Proteins were dosed using the BCA methods, separated under denaturation conditions on SDS-PAGE, blotted on nitrocellulose membrane and incubated with different primary antibodies listed in supplemental experimental procedure. For Flag and Tubulinα detection, ECL prime™ (GE Healthcare) was applied. PLZF was detected using more sensitive ECL (ECL select™, GE Healthcare).

### Chromatin immunoprecipitation (ChIP)

For histone mark ChIP-seq, purified GMPs or 416b cells were fixed with 1% of formaldehyde for 8 min. Reaction was quenched by adding 2 mM of glycine. ChIP procedures are developed in supplemental experimental procedure. ChIP-seq libraries were generated using the MicroPlex Library Preparation Kit (Diagenode) following the manufacturer's instructions and analyzed on a 2100 Bioanalyzer system (Agilent) prior sequencing.

### Quantification of immunoprecipitated DNA

Quantification of immunoprecipated DNA was performed by quantitative real time PCR (qPCR). qPCR was performed using SsoAdvanced™ Universal SYBR^®^ Green Supermix (BIO-RAD) with the CFX PCR system (Bio-Rad). For enrichment quantification, Input Ct values were subtracted to ChIP Ct values and converted into bound value by 2^(–(Input Ct – ChIP Ct))^. Data are expressed as % of bound/input. Primer sequences are shown in supplemental materials.

For normalization of ChIP-qPCR, Spike-in Drosophila Chromatin and Spike-in Antibody (Active Motif) were added to the ChIP reaction as a minor fraction of the IP reaction according to the manufacturer's instructions. The immunoprecipitated Drosophila chromatin was quantified using Drosophila Positive Control Primer Set Pbgs (Active Motif), allowing the attribution of a spike-in factor to each sample, used for normalization.

### ATAC-seq

ATAC-seq was performed on 30 000 cells. Cells were washed twice with cold PBS and suspended in lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630). The same amount of cells was used for input preparation. Transposition and library preparation were done using the Nextera DNA Library Prep Kit (Illumina) according to the manufacturer's instruction. Size selection was performed using the Blue Pippin™ system.

### RNA-seq

Total RNA was extracted using the RNeasy Plus Mini kit (Qiagen). GMPs cDNA synthesis and library preparation were done by Beckman Coulter Genomics using a TruSeq Stranded Total RNA with Ribo Zero Gold kit (Illumina). 416b cDNA was synthesized using a SMART-Seq v3 Ultra Low Input RNA kit for Sequencing (Clontech). ds-cDNA was fragmented using S220 Focused ultrasonicator (Covaris) and libraries were generated using a NEBNext Ultra DNA Library Prep kit (New England Biolabs).

### Sequencing and data processing

For GMPs, ChIP-sequencing was performed with a Next-seq500 sequencer (Illumina) using a 75-nt single-end protocol, at the Paoli Calmettes Institute Sequencing Facility (IPC, Marseille) and RNA-sequencing with a Next-seq500 sequencer (Illumina) using a 100-nt paired-end protocol, at Beckman Coulter Genomics. For 416b cells, ChIP and RNA sequencing was performed with a HiSeq1500 sequencer (Illumina) using a 61-nt single-end protocol at Chiba University, Japan. Computational analyses are developed in supplemental experimental procedure. Profiles of histone ChIPseq and ATAC-seq signals were obtained by processing normalized bigwig files through the deepTools suite (v2.2.4) (29) (computeMatrix, plotProfile). For PLZF ChIP-seq, genomic distribution and annotation of PLZF peaks in 416b cell line were determined using HOMER software (v4.7.2; annotatePeaks module) (30). All sequencing data were visualized using the Integrative Genomics Viewer (IGV v2.3.92) (31).

Biological functions associated with PLZF-ChIP peaks were determined using Genomic Regions Enrichment of Annotations Tool (GREAT v3.0.0) (32). The same tool was also used for assigning enhancers to the closest genes. The Gene Ontology (GO) biological processes associated with candidate genes were determined using g:Profiler tool with a *P*-value <0.05 and by taking into account a background. For enhancers named ‘K27ac de novo’, ‘K27ac up’, ‘K27ac unchanged’ (Supplemental Figure S4) the background used was all active enhancer-associated genes contained in the 416b PLZF-Flag and 416b Empty vector conditions. For enhancers named ‘common’ (Figure 5E), the background used was all active enhancer-associated genes contained in WT, *Zbtb16^lu/lu^*, Old and Young GMP conditions.

### Statistics

For two group analyses, we first check the normal distribution of each group (Shapiro-Wilk test) and then performed Welch's *t*-test. Density plot profile *P*-values were obtained by performing paired Welch's *t*-test on computeMatrix averaged signal matrices. Concerning Venn diagram analysis, overlap significances were computed by hypergeometric tests (phyper function, lower.tail = false). Concerning ChIP-qPCR and Luciferase assay, Mann–Whitney test was used.

## RESULTS

### PLZF restricts active epigenetic marks in myeloid cells

To better understand PLZF activity in mouse myeloid cells, we generated an over PLZF-expressing mouse model by transducing the murine myeloid 416b cell line with lentivirus containing PLZF-Flag. The 416b cell line is a cellular model for Cd34-positive progenitors that express, albeit at low level, PLZF (Figure 1A).

**Figure 1.**
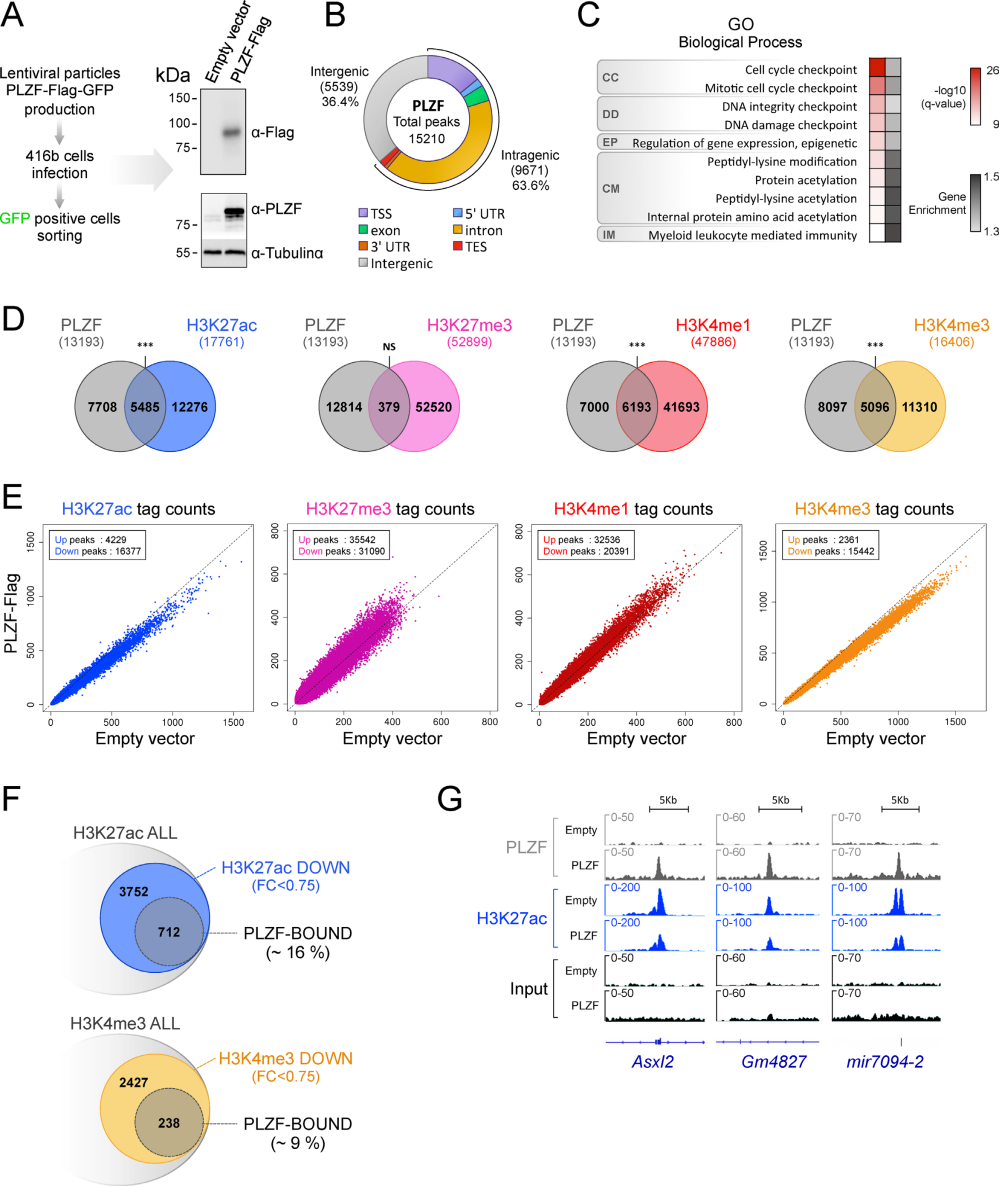
PLZF restricts active epigenetic marks in myeloid cells. (**A**) Experimental protocol design for engineering PLZF-Flag 416b cell line and immunoblot showing PLZF expression (using anti-Flag or anti-PLZF antibodies). Alpha-Tubulin was used as loading control. (**B**) Genomic distribution of PLZF obtained from PLZF-Flag transduced 416b cell line (TSS: transcription start site defined from -1kb to +100bp; TES: transcription ending site defined from –100 bp to +1 kb; UTR: untranslated region. (**C**) Gene Ontology (GO) analysis using GREAT tools of PLZF-peaks nearby genes (CC: cell cycle; DD: DNA damage; EP: epigenetics; CM: chemical modifications; IM: immunology). Gray scale values illustrate gene enrichment (i.e. number of genes observed/expected) for each GO term. (**D**) Venn diagrams showing the overlap between PLZF and histone marks.***P < 0.001 (hypergeometric test); NS not significant. (**E**) Scatter plots showing histone mark profiles in PLZF-Flag versus Empty vector conditions. (**F**) Venn diagrams showing the percentage of H3K27ac (upper) and H3K4me3 (lower) peaks modulated and/or bound by PLZF. (**G**) Integrative Genomic Viewer (IGV) screenshots of PLZF and H3K27ac in PLZF-Flag (PLZF) and Empty vector conditions (Empty).

This stable cell line was first used to profile PLZF genomic occupancy using Flag antibody. In PLZF-Flag 416b cells, PLZF binds mostly intragenic regions (63.6%) with preference for intronic sequences and TSS regions, in accordance with previously reported genomic localization in the KG1 human myeloid cells (CD34 positive cell line) (27) (Figure 1B). Presence of PLZF on its previously described targeted genomic loci was confirmed by Integrative Genomics Viewer (IGV) visualization (Supplemental Figure S1A) and peak calling analysis. In addition, 38% of the over-expressed PLZF binding sites in 416b were overlapping with PLZF endogenous binding in KG1 cells; this finding strengthens the pertinence of using the 416b line for studying PLZF chromatin activity (Supplemental Figure S1B). In line with our previous study (27), genes bound by PLZF-Flag in the myeloid progenitor cell line (SupplementaryTable S1) were enriched for Gene Ontology (GO) terms relating to cell cycle, DNA integrity and immunity. Remarkably, genes involved in protein acetylation-related GO terms were also enriched within the genes targeted by PLZF (Figure 1C), underlying a potential effect of PLZF on histone lysine acetylation. To assess the epigenetic landscape of this cell line, we performed H3K27ac, H3K4me3, H3K4me1 and H3K27me3 ChIP-seq. Our analyses show that in PLZF-Flag 416b, PLZF was significantly associated with transcriptionally active histone marks. We found that more than 41% of PLZF peaks overlapped with H3K27ac and H3K4me1, 38.6% with H3K4me3. Overlap of PLZF peaks with the transcriptionally repressive histone mark H3K27me3 was low (2.9%) and not significant (Figure 1D).

Next, we analyzed the effect of PLZF overexpression on chromatin state. We performed differential analyses on histone signal in 416b in the presence (PLZF-Flag) or absence (empty vector) of PLZF. Upon PLZF expression, H3K27ac and H3K4me3 ChIP-seq signals decrease, while H3K27me3 and H3K4me1 signals slightly increase (Figure 1E and supplemental Figure S1C) suggesting that the main chromatin effect of PLZF is to restrain already active genes through changes to the landscape of histone epigenetic marks. We found that there are twice as many downregulated H3K27ac sites than downregulated H3K4me3 bound by PLZF (Figure 1F), suggesting that PLZF preferentially targets H3K27ac. Decrease in H3K27ac level at PLZF-targeted genes was confirmed by Integrative Genomics Viewer (IGV) vizualisation (Figure 1G). Altogether, these data suggest that PLZF has a direct effect on histone acetylation. 

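RNA from 416b cells transduced with PLZF-Flag or with the Empty vector was sequenced in 1 library per condition. The authors mapped the reads to the mouse genome with subread-align, counted them per gene with featureCounts and divided each library's counts by its DESeq2 size factor. Their table lists 13238 genes, each with at least 1 read in both libraries. The normalized counts of a library are multiples of the value of 1 read, which was 0.605 in the Empty vector library and 1.65 in the PLZF-Flag library, and the reads were recovered from these values. Whole numbers of reads made up 84.5% of the Empty vector values and 85.2% of the PLZF-Flag values, and the others held fractions of a read. On the listed genes the reads summed to 54529193 in Empty vector and to 19996259 in PLZF-Flag, a ratio of 2.73. Expression changes are given as the log2 ratio of PLZF-Flag to Empty vector normalized counts after adding 1. Each has a 95% exact binomial (Clopper-Pearson) interval from the reads of both libraries. The intervals cover counting error only, and with 1 library per condition no test between conditions was possible. No ratio is given for a gene with 3 or fewer reads in each library.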

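Of the acetylation process genes bound by PLZF, Hdac1 (chromosome 4 of mm10, 129516104 to 129542713) had 7502 reads in Empty vector and 3042 in PLZF-Flag, a log2 ratio of 0.15 (95% interval 0.09 to 0.21). Kat2b (chromosome 17, 53566861 to 53672720) had 1814 and 535 reads, a log2 ratio of -0.31 (-0.45 to -0.17). Chd5 (chromosome 4, 152338651 to 152390194) was covered by 53 and 15 reads, and its log2 ratio of -0.36 had an interval from -1.31 to 0.48, so a change was not detectable at this depth. With a pseudocount of 10 in place of 1, the ratio of Chd5 was -0.27, the largest move among these acetylation process genes with a ratio. The intervals of Akap8l (0.27) and Brms1 (0.14) lay above 0, and those of Crebbp (-0.19) and Sirt1 (-0.21) lay below 0. Those of Hdac4 (0.14) and Mbip (-0.15) included 0. Msl3l2 had 1 read in each library, too few for a ratio.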

When focusing on acetylation process genes (Figure 1C), analysis of RNAseq data obtained from PLZF-Flag and Empty vector conditions showed that PLZF overexpression modulates mRNA level of genes directly (e.g: *Hdac1* or *Kat2b*) or indirectly (e.g, *Chd5*) involved in acetylation machinery (Supplemental Figure S1D). This suggests that, in addition to its direct effect on acetylation, PLZF may indirectly regulate histone acetylation.

### Overexpression of PLZF modulates H3K27ac at enhancer regions in myeloid cells

H3K27ac is an activating mark found at promoters and marks active enhancer regions (33). Thus, we investigated whether the decrease in H3K27ac induced by PLZF-Flag was preferentially observed at one of these genomic regions. Since enhancer activity is cell-type specific and context sensitive, we determined enhancer regulatory regions using our 416b cell-specific ChIP-seq data. Promoter regions in 416b cells were defined as previously performed on human cells (27) but using the murine (mm10) genome. Enhancer regions were defined by the presence of H3K4me1 and absence of H3K4me3 and their activity was defined depending on the presence of additional histone marks (H3K27ac and H3K27me3) (Supplemental Figure S2A). We observed that PLZF overexpression induced H3K27ac changes in active promoters and active enhancers with a highly significant decrease at active enhancers (Figure 2A, Supplemental Figure S2B), suggesting that PLZF would modify active enhancer activity in 416b cells. Then, we analyzed the overlap of active enhancers from the 416b without or with PLZF-Flag. Overlap of active enhancers from the two conditions was important (Figure 2B), suggesting that PLZF does not change enhancer status (from active to inactive) but modulates their activity. To further investigate whether PLZF is directly regulating enhancer activity, we analyzed PLZF genomic localization according to active enhancers in PLZF-Flag 416b and KG1 cells that express comparable level of PLZF (Supplemental Figure S2C). We observed that PLZF-Flag binds 40% of the active enhancers in PLZF-Flag 416b cells (Figure 2C) and that endogenous PLZF binds >50% of active enhancers in KG1 cells (Supplemental Figure S2D). PLZF occupancy at active enhancers in KG1 cells was confirmed by IGV vizualisation (Supplemental Figure S2E and F). These comparable findings highlight the affinity of PLZF for active enhancer regions. In 416b cells, enhancers were diminished in their H3K27ac level upon PLZF expression (Figure 2D). H3K27ac variations at PLZF bound active enhancers were validated by spike-in normalized ChIP-qPCR (Figure 2E). Next, we looked for the proportion of active enhancer regions that exhibit a decrease in H3K27ac (K27ac Down Active) upon PLZF expression and are bound by PLZF (PBDA, PLZF Bound Down Active, Supplementary Table S2); we showed that more than 38% of K27ac Down Active enhancers were directly bound by PLZF (Figure 2F). GO analysis using the g:Profiler database confirmed that PBDA were enriched for genes associated with hematopoiesis (Figure 2G). Altogether, these results suggest that PLZF directly limits H3K27ac at enhancer regions controlling genes related to haematopoiesis.

**Figure 2.**
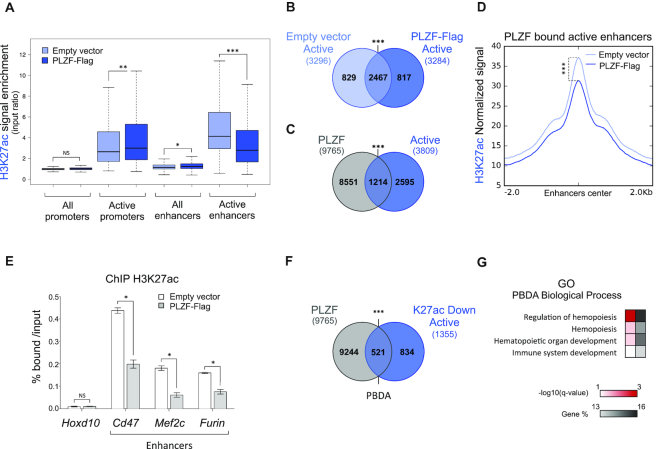
Ectopic expression of PLZF modulates H3K27ac at enhancer regions in myeloid cells. (**A**) Box plots showing H3K27ac enrichment (% H3K27ac bound/Input) in Empty vector and PLZF-Flag conditions at promoter, enhancer and active enhancer regions. *P < 0.05, **P < 0.01, ***P < 0.001 (Welch's *t*.test); NS not significant. (**B**) Venn diagrams showing the overlap of active enhancers (Active) between Empty vector and PLZF-Flag conditions. ***P < 0.001 (hypergeometric test). (**C**) Venn diagrams showing the overlap between PLZF peaks and active enhancers (Active) in PLZF-Flag condition. ***P < 0.001 (hypergeometric test). (**D**) Density plot profiles of H3K27ac normalized signal at PLZF-bound active enhancers in PLZF-Flag and Empty vector conditions. ***P < 0.001 (paired Welch's *t* test). (**E**) Spike-in ChIP-qPCR validation of H3K27ac variation at *Cd47, Furin* and *Mef2c* enhancers. *Hoxd10* is used as a negative control. Percentage of bound DNA over input are shown as a mean ±SD of two independent experiments (*n* = 3, for each experiment). *P < 0.05 (Mann–Whitney test), NS not significant. (**F**) Venn diagrams showing the overlap between PLZF peaks and active enhancers with decreased H3K27ac level (K27ac Down Active) in PLZF-Flag condition. PBDA: PLZF-Bound Down Active. In figures B and E, ***P < 0.001 (hypergeometric test); NS not significant. (**G**) Gene Ontology (GO) enrichment analysis on PBDA (intersect Figure E) using g:Profiler. Red scale indicates the *P*-value (–log_10_) and grey scale represents gene % (i.e. % of genes observed/total number of genes within each GO term).

### PLZF binding restrains enhancer activity

In order to evaluate the consequence of PLZF chromatin binding at enhancer regions, we measured chromatin accessibility by ATAC-seq and gene expression levels by RNA-seq in the absence and upon PLZF expression. First, ATAC-seq experiments showed that PLZF globally reduces chromatin accessibility (Supplemental Figures S3A and B). By analyzing PLZF-bound enhancer regions we revealed that when PLZF was expressed, these enhancer regions were reduced in their chromatin accessibility (Figure 3A). Decrease in ATAC-seq signal at some PLZF-bound enhancers was confirmed by IGV vizualisation (Figure 3B). These results suggest that PLZF binding at enhancers decreases their accessibility. Since enhancers can target genes located in their vicinity (34), we analyzed by RNA-seq gene expression according to the presence of PLZF in the associated enhancers. PBDA associated genes were separated into two groups depending on their PLZF ChIP-seq signal (low or high) and expression status of the two groups were compared to all genes. Results show that strong PLZF binding at enhancers (PLZF high) was associated with a significant lower gene expression in comparison to global expression (Figure 3C). 

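PBDA enhancers are active enhancers that lose H3K27ac upon PLZF expression and are bound by PLZF. The supplementary list of their associated genes holds 1004 genes, and 828 were in the expression table. Of these, 795 had a mean of at least 10 normalized counts. Their median expression in PLZF-Flag cells was 10.58 on the log2 scale, against 10.18 for the median of 10000 random lists of 795 genes drawn from the 11836 genes with such a mean. The PBDA median lay above every random list. Among genes with a mean of at least 100 normalized counts it was 10.70, at the 96.2 percentile of the random lists. The division of PBDA genes by PLZF ChIP-seq signal was not analysed here, so these values concern the PBDA genes as a whole.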

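Of the 795 PBDA genes with a mean of at least 10 normalized counts, 330 had a higher and 465 a lower normalized count in PLZF-Flag than in Empty vector cells. The lower genes were 58.5% of the list, against 50.0% of all genes with such a mean. The median log2 ratio of the list was -0.03 (95% interval -0.03 to -0.02, from 1000 binomial redraws of the reads). It lay below all 10000 random lists matched on mean expression. A ratio of at least 1 on the log2 scale in either direction was found for 0 PBDA genes upward and for 6 downward. Among all 11836 genes with such a mean it was found for 59 upward and for 108 downward. Zbtb16, which encodes PLZF and lies on chromosome 9 from 48654297 to 48836222, rose from 632 to 1538 reads, a log2 ratio of 2.73 (2.60 to 2.87). PLZF-Flag was delivered by lentivirus, and reads of the transgene and of the endogenous gene were not told apart here.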

When we compared RNA-seq counts from 416b cells with and without PLZF, we found that genes associated with PBDA displayed increased or reduced expression upon PLZF expression. However, genes associated with a strong PLZF binding were consistently down-regulated (Figure 3D). This suggests a direct effect of PLZF at enhancer region that is preferentially a restrictive effect on gene expression.

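The paper names 9 genes with strong PLZF binding (Figure 3D), and all 9 had lower normalized counts in PLZF-Flag than in Empty vector cells. The largest falls were those of Ubash3a, with 1431 reads in Empty vector and 343 in PLZF-Flag (log2 ratio -0.61, 95% interval -0.79 to -0.44), and of Cd47, with 13484 and 3459 reads (-0.51, -0.57 to -0.46). Furin (-0.34), Lrrc58 (-0.20), Mef2c (-0.18) and Blm (-0.16) also had intervals below 0, as did Pla2g4a (-0.04, interval -0.08 to -0.0023). The interval of Bbx (-0.12) reached 0.0007 and that of Mrpl23 (-0.03) ran from -0.16 to 0.10. For these genes no fall was detectable at this depth. For Bbx this is borderline and may depend on the scaling. Its ratio moved from -0.11755 to -0.12037 with edgeR TMM scaling, by more than 0.0007. Mrpl23 is not in the supplementary list of PBDA genes. The median of the 9 genes was -0.18 (-0.24 to -0.13), below all 10000 lists matched on mean expression. The paper displays these 9 genes in a plot of the same libraries, so their shared direction and this rank are not independent evidence. From the fall of genes with strong PLZF binding, the paper proposes a direct and mostly restrictive effect of PLZF at enhancers on gene expression.

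**Figure D1:**
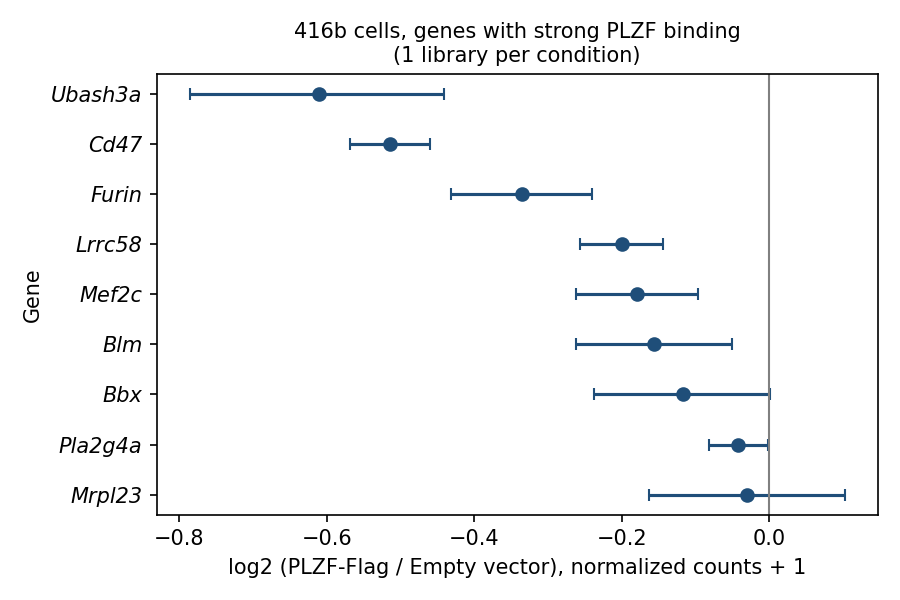
Log2 ratio of PLZF-Flag to Empty vector normalized counts (x axis) for the genes with strong PLZF binding (y axis) in 416b cells, 1 library per condition. Points are the ratios and bars their 95% exact binomial intervals, which reach above 0 for Bbx and Mrpl23.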

**Figure 3.**
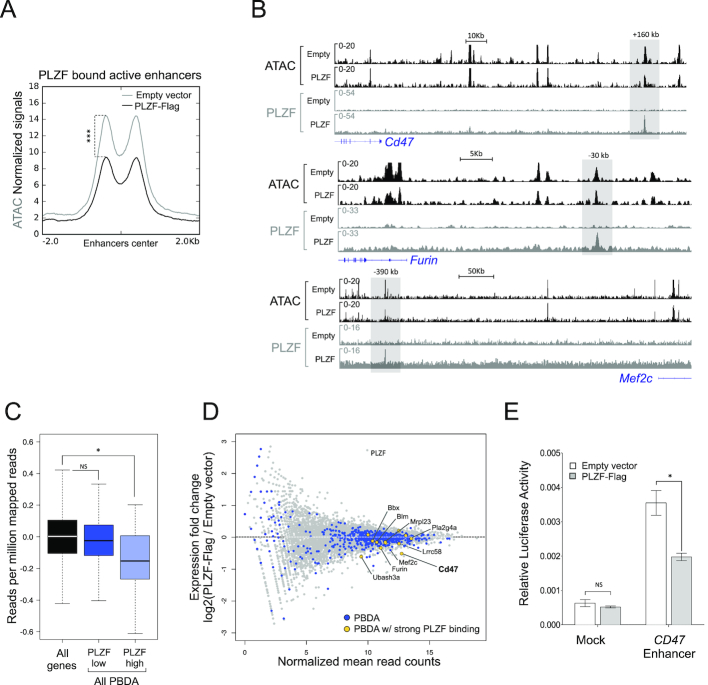
PLZF binding restrains enhancer activity. (**A**) Density plot profiles illustrating ATAC-seq normalized signal on PLZF-bound active enhancers in absence (Empty vector) or presence of PLZF (PLZF-Flag). ***P < 0.001 (paired Welch's *t* test). (**B**) Representative Integrative Genomics Viewer (IGV) tracks of ATAC-seq, PLZF, signals at *Cd47, Furin* and *Mef2c* enhancers in PLZF-Flag versus Empty vector conditions. The grey box underlines the enhancers. (**C**) Box plots showing gene expression in PLZF-Flag condition of all genes and genes associated with PBDA with low (PLZF low) or strong PLZF (PLZF high) signals. PBDA: PLZF-Bound Down Active. *P < 0.05 (Welch's *t* test), NS not significant. (**D**) MA plot showing gene expression (RNA-seq) fold changes in PLZF-Flag *versus* Empty vector conditions (grey dots). Blue dots represent genes associated with PBDA. Yellow dots represent genes associated with PBDA with strong PLZF binding. (**E**) Luciferase assay performed in 416b cells in absence (Empty vector) or presence of PLZF (PLZF-Flag) with control-LUC (Mock) or with *CD47*-enhancer-LUC (*CD47* Enhancer) reporters. Luciferase activity (FIREFLY: FF) was measured 8 h after transfection. FF values are normalized to RENILLA and expressed as a mean ± SD of three independent experiments. *P < 0.05 (Mann–Whitney test), NS not significant.

Finally, to recapitulate PLZF enhancer activity, we focused on one enhancer region bound by PLZF that regulates the CD47 gene (see Figure 3B). CD47 is involved in inflammatory response (35) and is recognized as an immune checkpoint for tumor evasion (36). We performed a Luciferase reporter assay using the previously described CD47 human enhancer (28) that we revealed to be bound by PLZF (extracted from Koubi *et al.*, data). Luciferase activity monitoring showed that PLZF repressed the reporter activity under control of the CD47 enhancer (Figure 3E).

Altogether these data suggest that PLZF acts directly on enhancer regions to decrease their accessibility and activity.

### PLZF mutation increases H3K27ac at enhancers targeting genes related to metabolism

PLZF is expressed in the immature myeloid compartment of mouse bone marrow (BM) with higher expression in Granulocyte-Monocyte Progenitor (GMP) compartment (Supplemental Figure S4A). Besides, we previously showed that PLZF inactivation increases the GMP compartment after regenerative stress in the *Zbtb16^lu/lu^* mouse model (21). To question whether H3K27ac regulation by PLZF is linked to the GMP phenotype, we compared the chromatin landscape of *Zbtb16^lu/lu^* to WT GMPs after BM transplantation (Figure 4A). We profiled H3K27ac, H3K4me3, H3K4me1 and H3K27me3 distribution in WT and *Zbtb16^lu/lu^* GMPs. In accordance to our gain-of-function PLZF-Flag 416b cell line model, we showed that PLZF inactivation *in vivo* increased H3K27ac at the genomic level while H3K27me3 slightly significantly decreased (Supplemental Figure S4B) and the other epigenetic marks tested were modestly affected (Figure 4B). H3K27ac increase upon PLZF-mutation occurred both at promoter and enhancer regions (Figure 4C). In accordance with our overexpression model, we observe a stronger H3K27ac variation in mutant compared to WT when only active enhancers were considered (Figure 4C, Supplemental Figure S4C). In addition, a significant overlap was found between enhancers modified upon PLZF overexpression (Down Active) and upon PLZF mutation (Up Active) emphasizing the fact that PLZF globally restricts enhancer activity (Supplemental Figure S4D). Next, we investigated whether PLZF mutation favored new H3K27ac enriched putative enhancers (‘*de novo* active enhancers’) or was triggering already active enhancers. We showed that PLZF mutation increased H3K27ac at enhancer regions in both situation, when H3K27ac signal was detected in WT GMP (K27Ac Up: ‘already’ active enhancers) but also when H3K27ac was not detected by our peak calling (K27Ac *de novo*) (Figure 4D, Supplemental Figures S4E and F). When considering all active enhancers identified in Mutant and WT GMPs (background, see Materials and Methods), ‘*de novo*’ and ‘already’ active enhancers modulated upon PLZF mutation exhibited a specific gene signature compared to unmodulated enhancers highlighting the specificity of PLZF on enhancer regions (Supplemental Figure S4G, Table S3). Indeed modulated enhancers were enriched for genes involved in response to stimulus and phosphorylation processes (Supplemental Figure S4G) whereas no significant gene signature was found for unaffected enhancers. 

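GMPs sorted from mice reconstituted with WT or Zbtb16lu/lu bone marrow were profiled by RNA-seq of total RNA depleted of ribosomal RNA. The table holds 2 libraries of WT and 2 of Zbtb16lu/lu GMPs, where the supplemental procedures give 3 RNA extractions. The column names carry dates, and only 1 date is shared by a WT and a Zbtb16lu/lu library. No paired analysis was possible because the columns carry no replicate numbers. The values are counts per gene divided by DESeq2 size factors by the authors. They summed to 39944897 and 38562940 normalized counts in WT and to 40130730 and 38617611 in Zbtb16lu/lu. The log2 values after adding 1 were compared by limma with an intensity trend, for the 20531 genes with a value of at least 10 in at least 2 libraries. P-values were adjusted by the Benjamini-Hochberg method, with the paper's threshold of 8%. Leaving out any library leaves 1 library in a group, so only values are given for those comparisons.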

To analyse whether changes in the epigenetic landscape would affect gene expression, we performed RNA-seq and compared the transcriptome of *Zbtb16^lu/lu^* to WT GMPs after BM transplantation. 

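With a limma adjusted p-value under 0.08, 0 of 20531 genes differed between Zbtb16lu/lu and WT GMPs, and the smallest adjusted p-value was 0.299. A count test was not run here, and the number of genes it would call is not known. At an unadjusted p under 0.05 there were 2028 genes, 1130 higher and 898 lower in Zbtb16lu/lu, where 1027 are given by chance. With GC and length offsets there were more lower than higher genes, 804 higher and 881 lower. Of the alternatives tried, the lowest smallest adjusted p-value, 0.174, was found among the genes with an adjusted p in the authors' table, a restriction chosen after seeing the data. Zbtb16 itself had 767 ± 87.3 normalized counts (SD, n = 2) in WT and 319 ± 70.8 (SD, n = 2) in Zbtb16lu/lu GMPs. Its log2 fold change was -1.28 (standard error 0.20, limma adjusted p = 0.299), and it stayed between -1.50 and -1.05 with each library left out. The deposited table of the authors gives 198 genes under 8%, 145 higher and 53 lower. All 198 had the same direction here, which is not independent evidence, since the authors called them from the same libraries. The supplementary list of genes associated with Up Active enhancers holds 346 common genes and 1067 specific to Zbtb16lu/lu, where the paper's heading gives 346 and 1068. Because the copy is short of the stated size, no set test was run on it. Of its genes, 1032 were tested, 0 passed the threshold, and 82 were higher and 44 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.02, against -0.01 for other genes. Without the WT library of the shared date it was -0.0077, and without the other WT library 0.05.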

We showed that PLZF inactivation slightly affected gene expression (53 downregulated and 145 upregulated) and that significantly affected (FDR<8%) Up-active enhancer associated genes were found up regulated in absence of PLZF (Figure 4E, Supplementary Table S4). In addition, we analysed the expression of genes known to be involved in acetylation/deacetylation processes in the *Zbtb16^lu/lu^* and WT GMPs. 

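Arid5a, Tcf3 and Morf4l2 were tested among all genes and over the list alone. The log2 fold change of Zbtb16lu/lu against WT GMPs was 0.49 for Arid5a (standard error 0.12, limma adjusted p = 0.343 over all genes), 0.40 for Tcf3 (0.12, adjusted p = 0.422) and -0.27 for Morf4l2 (0.11, adjusted p = 0.4903). Adjusted over the list alone, the limma adjusted p-values were 0.00774, 0.0143 and 0.0389, so 3 of 3 had an adjusted p under 0.05. With GC and length offsets 1 of 3 did (Arid5a), and with no intensity trend, a setting added after seeing the data, 0 of 3. The paper chose these genes on these samples, so this count is not independent evidence. In each of the 3 genes both Zbtb16lu/lu libraries lay on one side of both WT libraries, and the smallest two-sided p that an exact permutation test of 2 libraries against 2 allows is 0.333. With offsets for GC content and gene length, the log2 fold change of Tcf3 was 0.12. Tcf3 had 3178 ± 296 normalized counts (SD, n = 2) in WT and 4187 ± 141 (SD, n = 2) in Zbtb16lu/lu GMPs, and Morf4l2 had 9202 ± 334 and 7642 ± 352. From these changes, the paper reasons that PLZF has an indirect role in chromatin acetylation.

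**Figure D2:**
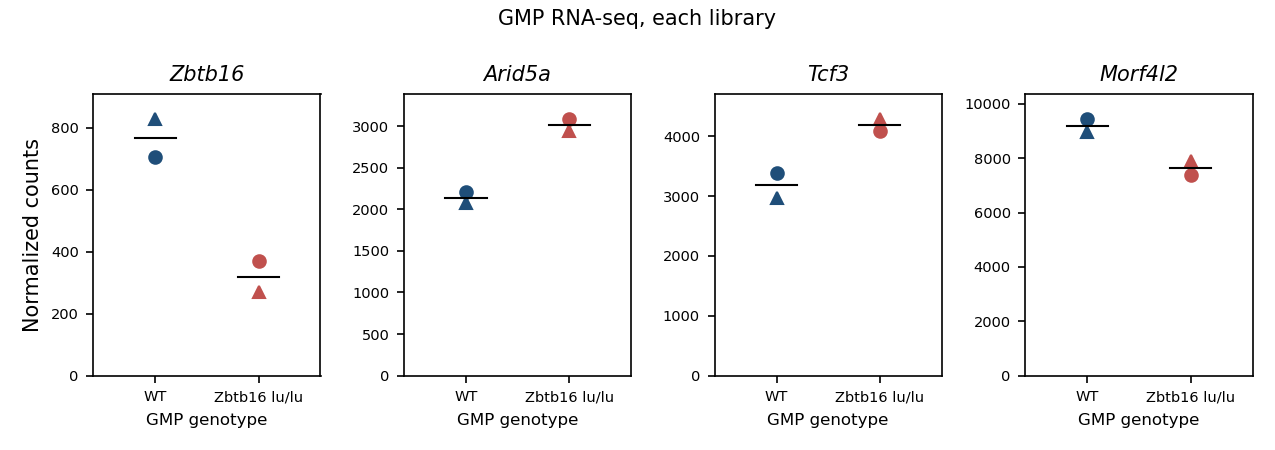
Normalized counts (y axis) of Zbtb16, Arid5a, Tcf3 and Morf4l2 in each WT and Zbtb16lu/lu GMP library (x axis). Circles are libraries of the shared date, triangles those of other dates, and lines the mean of 2 libraries, and no gene overlaps between genotypes.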

We found that PLZF inactivation significantly affected three genes encoding indirect partners of acetylation machinery (Supplemental Figure S4G) highlighting an indirect role for PLZF in chromatin acetylation.

**Figure 4.**
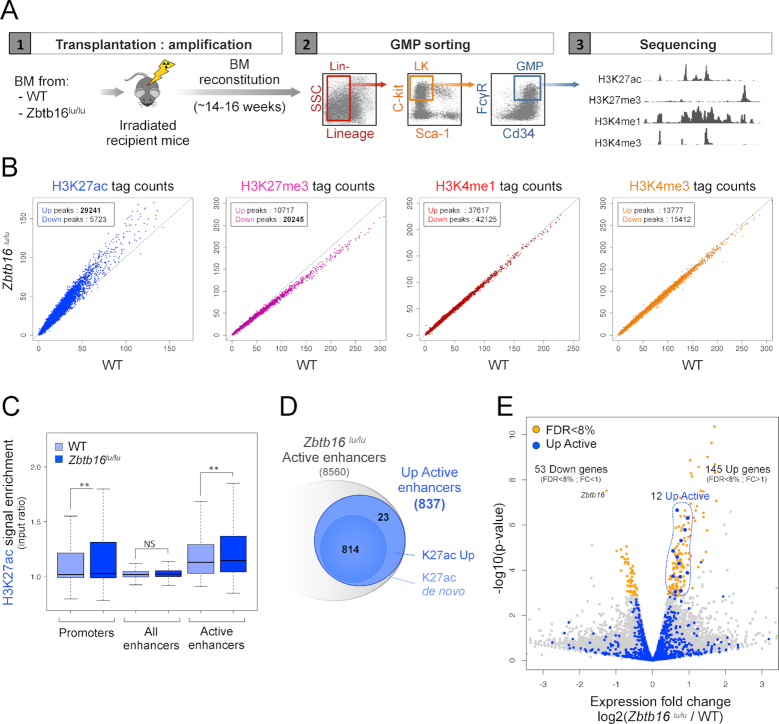
PLZF-mutation induced H3K27ac at enhancer regions in GMPs. (**A**) Experimental design used for generating histone mark ChIP-seq in wild type (WT) and PLZF mutant (*Zbtb16^lu/lu^*) Granulocyte-Monocyte Progenitors (GMPs). Lin-: Lineage negative, LK: Lin-, c-kit^+^ and Sca-1^−^. (**B**) Scatter plots showing H3K27ac, H3K27me3, H3K4me1 and H3K4me3 signal in *Zbtb16^lu/lu^ versus* WT GMP. (**C**) Box plots showing H3K27ac enrichment (% H3K27ac bound/input) in WT and *Zbtb16^lu/lu^* GMPs at promoter, enhancer and active enhancer regions. **P < 0.01 (Welch's *t* test), NS not significant. (**D**) Venn diagrams showing the numbers of active enhancers in the *Zbtb16^lu/lu^* GMPs. K27ac Up: upregulated compared to the WT condition, K27ac *de novo*: not detected in the WT condition. (**E**) Volcano plot representing differential gene expression (RNA-seq) in *Zbtb16^lu/lu^*compared to WT. Yellow dots represent genes significantly modulated (false discovery rate (FDR) < 8%, fold change (FC) > 1 or < 1). Up Active enhancers are highlighted in blue. The 12 Up-Active associated genes with FDR <8% that appear in blue are circled in blue.

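The authors' deposited table gives an adjusted p under 8% for 13 genes of the Up Active list, 12 higher and 1, Zbtb16, lower in Zbtb16lu/lu GMPs. Here the adjusted p-values of the 12 were between 0.299 and 0.370. The largest limma log2 fold changes were those of Il10ra (1.01, standard error 0.25, adjusted p = 0.369) and Gsn (0.96, standard error 0.17, adjusted p = 0.299). Within the shared date Il10ra had 1.37 and Gsn 0.92. Between the other libraries Il10ra had 0.64 and Gsn 1.00, so their rank depended on the libraries. Gsn, on chromosome 2 from 35256380 to 35307892, had 650 ± 72.5 normalized counts (SD, n = 2) in WT and 1268 ± 195 (SD, n = 2) in Zbtb16lu/lu GMPs. Hist1h2bp (0.89) and Hist1h2bq (0.79) are histone genes with near-identical copies, to which reads may be assigned with uncertainty. Rab11fip4, Trib1, Ccng2, Aatk, Gpc1, Hacl1, Ahnak and Irf8 had log2 fold changes between 0.56 (Irf8) and 0.78 (Rab11fip4). The 12 genes were called by the authors from the same libraries.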

Altogether, these results show that PLZF inactivation results in an increase in H3K27ac at enhancer regions and suggest its important role for chromatin regulation in myeloid progenitors.

### Aging of GMPs is marked by an accumulation of H3K27ac at enhancer regions

We previously showed that PLZF limits some of the HSC aging features (21). Thus, we asked whether the PLZF specificity on enhancers was linked to hematopoietic aging. For this purpose, we investigated H3K27ac modulation in GMP compartment of aged mice. Comparison of H3K27ac level in Old and Young WT GMPs revealed a global H3K27ac increase in Old GMPs (Figure 5A). Comparable to what we observed in *Zbtb16^lu/lu^* GMPs, this increase was significant at active enhancer regions (Figure 5B). Among the 2307 putative active enhancers found in old GMPs, 816 gained H3K27ac upon aging. This gain of H3K27ac was mostly observed in ‘*de novo*’ active enhancers (Figure 5C). Interestingly, among the 1283 genes associated with these enhancers that gain H3K27ac upon aging (Old WT Up Active), 27% (346 genes, ‘common’) were also affected by PLZF deletion (*Zbtb16^lu/l^*^u^ Up Active) (Figure 5D, Supplementary Table S5). Remarkably, 86% of these conjointly modulated enhancers were potentially bound by PLZF (Supplemental Figure S5A). When considering all active enhancers identified in Young, Old, WT and Mutant GMPs as background enhancer set (see materials and methods), these conjointly regulated enhancer regions (common) were enriched in genes associated with metabolism (Figure 5E). They were also related to abnormal inflammatory response when extending the analysis to associated-human phenotype (Figure 5E). Interestingly, considering the same background enhancer set as above, no significant biological processes were found for enhancers modulated exclusively by aging (937 genes) or by PLZF deletion (1068 genes). Next, we asked whether these conjointly modulated enhancers were enriched for any specific binding motifs (Figure 5F) in comparison to enhancers unaffected by PLZF inactivation (Supplemental Figure S5B). We found that these ‘common’ enhancers were enriched for Mecom and Arid5(a,b) binding motifs. This suggests that the regulation of these ‘common’ enhancers is under the control of specific transcriptional modulators and may involve a regulation cascade due to the fact that *Arid5a* expression is also affected by PLZF inactivation (Supplemental Figure S4H). 

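Arid5a lies on chromosome 1 of mm10 from 36307733 to 36324029. Its normalized counts were 2211 and 2074 in the WT GMP libraries and 2945 and 3086 in the Zbtb16lu/lu GMP libraries. The difference was larger than the spread within either genotype, and within the shared date the log2 fold change was 0.48. With offsets for GC content and gene length it was 0.34. The authors' deposited adjusted p-value for Arid5a is 0.0529.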

As enhancers modulated upon aging appeared to be under the control of PLZF, we monitored by qPCR the expression of PLZF in Young and Old GMPs. We showed that Young and Old GMPs exhibited similar *Plzf* expression levels (Supplemental Figure S5C), suggesting that aging may alter PLZF chromatin activity rather than its expression level.

**Figure 5.**
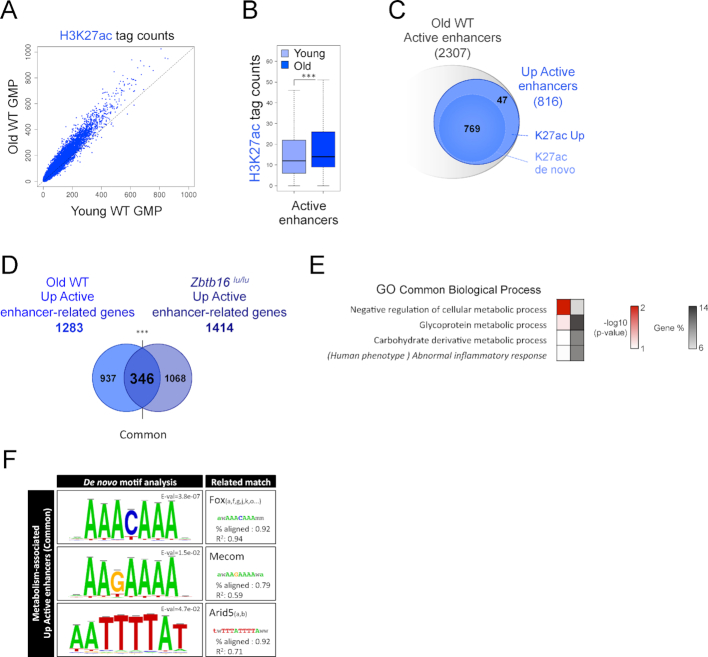
Aging of GMPs is marked by an accumulation of H3K27ac at enhancer regions. (**A**) Scatter plots showing H3K27ac profiles in Old versus Young GMPs. (**B**) Box plot showing H3K27ac level at active enhancers in Old *versus* Young GMPs. ***P < 0.001 (Welch's *t* test). (**C**) Venn diagrams showing the numbers of active enhancers in Old WT GMPs. K27ac Up: upregulated compared to the Young condition, K27ac *de novo*: not detected in the Young condition. (**D**) Venn diagram showing the overlap (common) between genes associated with active enhancers upregulated during aging (Old Up Active associated genes) and genes associated with active enhancers upregulated in *Zbtb16^lu/lu^* GMPs (*Zbtb16^lu/lu^* Up Active associated genes) ***P < 0.001 (hypergeometric test). (**E**) Gene Ontology (GO) analysis and associated human phenotype of ‘common’ enhancers that change in aged and *Zbtb16^lu/lu^* conditions (intersect Figure D) using g:Profiler. Red scale indicates the *P*-value (–log_10_) and grey scale represents gene % (i.e. % of genes observed /total number of genes within each GO/KEGG term). (**F**) *De novo* binding motif analysis at ‘common’ enhancers associated with metabolic processes.

Altogether, these results show that increase in H3K27ac level at enhancer regions controlling metabolism-related genes may be a hallmark of hematopoietic progenitor aging that is controlled by PLZF activity.

## DISCUSSION

PLZF is a transcription factor involved in multiple facets of cell biology. Here we reveal a new molecular function of PLZF in limiting H3K27ac at enhancer regions that may restrict their activity. H3K27ac is a well-defined marker of active enhancers (33), and it is essential for their activation (37). Thus, by showing that PLZF controls H3K27ac level in murine progenitor cells, we highlight a novel PLZF chromatin activity that is merely to restrict active enhancers. Gain of function experiments support a direct effect of PLZF on H3K27ac and enhancer activities. This goes in line with previous studies showing that PLZF recruits HDAC complexes at targeted promoters and locally reduced histone acetylation (25,26,38). However, the global increase of H3K27ac, not restricted at PLZF binding sites, that is observed in PLZF-mutated myeloid progenitors also suggests that PLZF has an effect on acetyl regulation beyond its direct chromatin activity. This close relation between PLZF and acetylation is not only supported by our ChIP-seq experiments that revealed enrichment of PLZF at genes involved in protein acetylation but also by our RNA-seq data that showed modulation of the expression of some genes involved in the acetylation machinery and by the fact that PLZF transcriptional activity is itself modified by acetylation (39,40).

Due to its affinity with Polycomb group proteins (23,24), PLZF was first described as a transcriptional repressor. The repressive chromatin activity of PLZF has been challenged previously by genomic data analyses showing the presence of PLZF on regulatory elements of active genes (12,27,41). Here again, analyzing murine myeloid progenitors, we found that PLZF is mainly present at already active chromatin. However, by modulating its expression in myeloid progenitors (overexpression in 416b cells and mutation in GMPs), we demonstrate that the presence of PLZF reduces the H3K27ac active mark and that this reduction was marked at active enhancers emphasizing its repressive activity. This suggests that PLZF limits enhancer activity through acting as a ‘brake’ on these regulatory elements. This notion of ‘brake’ to ensure appropriate enhancer activity was previously proposed for RACK7/KDM5C complex that controls enhancer over-activation by modulating histone methylation (42).

This ‘brake’ function on enhancer activity fits well with PLZF hematopoietic function: PLZF has been described to modify chromatin to restrain the production of pro-inflammatory cytokines in case of a bacterial infection in bone marrow-derived macrophages (38). Interestingly, this restriction involves acetylation of PLZF itself that promotes the assembly of a repressor complex incorporating HDAC3 and the NF-κB p50 subunit that limits the NF-κB signaling (40).

It is also striking to notice that the strong gain of H3K27ac at enhancer regions in PLZF-mutant GMPs has little repercussion at the transcriptional level. Differential gene expression analyses revealed that only 12 H3K27ac-UP associated genes are more expressed in the PLZF mutant condition. This apparent discrepancy between chromatin structure and gene expression is not without precedent (43). Chromatin modifications may precede, or prime chromatin for, transcriptional changes. It is also reported that chromatin structure identifies hematopoietic cell population better than gene expression profile (44). This suggests that the absence of PLZF would prime chromatin to be able to respond to cell stimuli.

In line with this idea, we highlighted a clear increase in H3K27ac, marked at enhancer regions in aged myeloid progenitors, comparable to what we observed in PLZF-mutant progenitors. There is a growing body of evidence demonstrating that epigenetic changes are central to age-associated tissue decline (45). The main common aging-chromatin feature is a global loss of closed-chromatin, characterized by a decrease in H3K9me3 (46,47), a gain in H3K4me3 specifically at promoters of self-renewing genes and a global DNA hypomethylation (48). While histone acetylation, *via* the study of two deacetylases Sirt1 and Sirt3, was previously shown to play a role under stress conditions in aging mouse HSC (49,50), the direct assessment of H3K27ac in hematopoietic cell aging has not before been addressed. Here, we found that H3K27ac is a hallmark of aged GMPs and observe a loose chromatin structure at genes involved in metabolic processes while aging. Interestingly, these enhancers were marked by specific binding motifs for Mecom and Arid5, which were previously described as key partners of chromatin acetylation machinery (51,52). Besides, metabolic deregulation was reported in several aging models (21,53). Interestingly, aged-related dysfunction of metabolism could in turn affect epigenetics such as deregulation of NAD+ production upon aging that leads to enzymatic deficiency of the NAD-dependent histone deacetylase Sirt1 (54).

PLZF expression does not decline during aging but its activity may change. Recent studies have highlighted that epigenetic cofactors having post-translational modification properties could also modify PLZF itself and influence its transcriptional competence. PLZF transcriptional repression required the acetyltransferase activity of P300 (55). More recently, PLZF was shown to interact with the histone methyltransferase EZH2, which could methylate PLZF affecting its stability and its transcriptional activity (27,56). In addition, HDAC7, a key factor of the innate effector programming of iNKT cells, changes PLZF activity underlying the tight connection between specific transcription factor activity and post-translational modification of the epigenetic machinery (57).

In conclusion, we have elucidated a novel function for PLZF, a known epigenetic regulator, in restricting enhancer acetylation of genes involved in hematopoietic aging.

## DATA AVAILABILITY

ChIP-seq data and RNAseq data (FastQ and Bigwig files) are deposited in the NCBI Gene Expression Omnibus (GEO; http//www.ncbi.nih.gov/geo/) under the accession number GSE124190.

## Supplementary Material

Supplementary Data Click here for additional data file.

## References

[1] KatsumuraK.R., BresnickE.H. The GATA factor revolution in hematology. Blood. 2017; 129:2092–2102.2817928210.1182/blood-2016-09-687871PMC5391619

[2] WilkinsonA.C., GottgensB. Transcriptional regulation of haematopoietic stem cells. Adv. Exp. Med. Biol.2013; 786:187–212.2369635810.1007/978-94-007-6621-1_11

[3] KosanC., GodmannM. Genetic and epigenetic mechanisms that maintain hematopoietic stem cell function. Stem Cells Int.2016; 2016:5178965.2679835810.1155/2016/5178965PMC4699043

[4] SashidaG., IwamaA. Epigenetic regulation of hematopoiesis. Int. J. Hematol.2012; 96:405–412.2305464710.1007/s12185-012-1183-x

[5] AttemaJ.L., PapathanasiouP., ForsbergE.C., XuJ., SmaleS.T., WeissmanI.L. Epigenetic characterization of hematopoietic stem cell differentiation using miniChIP and bisulfite sequencing analysis. Proc. Natl. Acad. Sci. U.S.A.2007; 104:12371–12376.1764091310.1073/pnas.0704468104PMC1924790

[6] CuiK., ZangC., RohT.Y., SchonesD.E., ChildsR.W., PengW., ZhaoK. Chromatin signatures in multipotent human hematopoietic stem cells indicate the fate of bivalent genes during differentiation. Cell Stem Cell. 2009; 4:80–93.1912879510.1016/j.stem.2008.11.011PMC2785912

[7] Lara-AstiasoD., WeinerA., Lorenzo-VivasE., ZaretskyI., JaitinD.A., DavidE., Keren-ShaulH., MildnerA., WinterD., JungS.et al. Immunogenetics. Chromatin state dynamics during blood formation. Science. 2014; 345:943–949.2510340410.1126/science.1256271PMC4412442

[8] PetrukS., MarianiS.A., De DominiciM., PorazziP., MinieriV., CaiJ., IacovittiL., FlomenbergN., CalabrettaB., MazoA. Structure of nascent chromatin is essential for hematopoietic lineage specification. Cell Rep.2017; 19:295–306.2840285310.1016/j.celrep.2017.03.035PMC5408750

[9] MercerE.M., LinY.C., BennerC., JhunjhunwalaS., DutkowskiJ., FloresM., SigvardssonM., IdekerT., GlassC.K., MurreC. Multilineage priming of enhancer repertoires precedes commitment to the B and myeloid cell lineages in hematopoietic progenitors. Immunity. 2011; 35:413–425.2190342410.1016/j.immuni.2011.06.013PMC3183365

[10] ZaretK.S., CarrollJ.S. Pioneer transcription factors: establishing competence for gene expression. Genes Dev.2011; 25:2227–2241.2205666810.1101/gad.176826.111PMC3219227

[11] LiuT.M., LeeE.H., LimB., Shyh-ChangN. Concise review: Balancing stem cell Self-Renewal and differentiation with PLZF. Stem Cells. 2016; 34:277–287.2667665210.1002/stem.2270

[12] DoulatovS., NottaF., RiceK.L., HowellL., ZelentA., LichtJ.D., DickJ.E. PLZF is a regulator of homeostatic and cytokine-induced myeloid development. Genes Dev.2009; 23:2076–2087.1972376310.1101/gad.1788109PMC2751973

[13] OzatoK. PLZF outreach: a finger in interferon's pie. Immunity. 2009; 30:757–758.1953892410.1016/j.immuni.2009.06.003PMC4151458

[14] SavageA.K., ConstantinidesM.G., HanJ., PicardD., MartinE., LiB., LantzO., BendelacA. The transcription factor PLZF directs the effector program of the NKT cell lineage. Immunity. 2008; 29:391–403.1870336110.1016/j.immuni.2008.07.011PMC2613001

[15] LabbayeC., SpinelloI., QuarantaM.T., PelosiE., PasquiniL., PetrucciE., BiffoniM., NuzzoloE.R., BilliM., FoaR.et al. A three-step pathway comprising PLZF/miR-146a/CXCR4 controls megakaryopoiesis. Nat. Cell Biol.2008; 10:788–801.1856801910.1038/ncb1741

[16] KovalovskyD., UcheO.U., EladadS., HobbsR.M., YiW., AlonzoE., ChuaK., EidsonM., KimH.J., ImJ.S.et al. The BTB-zinc finger transcriptional regulator PLZF controls the development of invariant natural killer T cell effector functions. Nat. Immunol.2008; 9:1055–1064.1866081110.1038/ni.1641PMC2662733

[17] DahlR., WalshJ.C., LanckiD., LasloP., IyerS.R., SinghH., SimonM.C. Regulation of macrophage and neutrophil cell fates by the PU.1:C/EBPalpha ratio and granulocyte colony-stimulating factor. Nat. Immunol.2003; 4:1029–1036.1295859510.1038/ni973

[18] FriedmanA.D. C/EBPalpha induces PU.1 and interacts with AP-1 and NF-kappaB to regulate myeloid development. Blood Cells Mol. Dis.2007; 39:340–343.1766967210.1016/j.bcmd.2007.06.010PMC2083642

[19] IwasakiH., MizunoS., ArinobuY., OzawaH., MoriY., ShigematsuH., TakatsuK., TenenD.G., AkashiK. The order of expression of transcription factors directs hierarchical specification of hematopoietic lineages. Genes Dev.2006; 20:3010–3021.1707968810.1101/gad.1493506PMC1620021

[20] BarnaM., HaweN., NiswanderL., PandolfiP.P. Plzf regulates limb and axial skeletal patterning. Nat. Genet.2000; 25:166–172.1083563010.1038/76014

[21] Vincent-FabertC., PlatetN., VandeveldeA., PoplineauM., KoubiM., FinettiP., TiberiG., ImbertA.M., BertucciF., DuprezE. PLZF mutation alters mouse hematopoietic stem cell function and cell cycle progression. Blood. 2016; 127:1881–1885.2694140210.1182/blood-2015-09-666974

[22] SulimanB.A., XuD., WilliamsB.R. The promyelocytic leukemia zinc finger protein: two decades of molecular oncology. Front. Oncol.2012; 2:74.2282247610.3389/fonc.2012.00074PMC3398472

[23] BarnaM., MerghoubT., CostoyaJ.A., RuggeroD., BranfordM., BergiaA., SamoriB., PandolfiP.P. Plzf mediates transcriptional repression of HoxD gene expression through chromatin remodeling. Dev. Cell. 2002; 3:499–510.1240880210.1016/s1534-5807(02)00289-7

[24] BoukarabilaH., SaurinA.J., BatscheE., MossadeghN., van LohuizenM., OtteA.P., PradelJ., MuchardtC., SiewekeM., DuprezE. The PRC1 Polycomb group complex interacts with PLZF/RARA to mediate leukemic transformation. Genes Dev.2009; 23:1195–1206.1945122010.1101/gad.512009PMC2685534

[25] DavidG., AllandL., HongS.H., WongC.W., DePinhoR.A., DejeanA. Histone deacetylase associated with mSin3A mediates repression by the acute promyelocytic leukemia-associated PLZF protein. Oncogene. 1998; 16:2549–2556.962712010.1038/sj.onc.1202043

[26] LinR.J., NagyL., InoueS., ShaoW., MillerW.H.Jr, EvansR.M. Role of the histone deacetylase complex in acute promyelocytic leukaemia. Nature. 1998; 391:811–814.948665410.1038/35895

[27] KoubiM., PoplineauM., VernereyJ., N’GuyenL., TiberiG., GarciazS., El-KaoutariA., MaqboolM.A., AndrauJ.C., GuilloufC.et al. Regulation of the positive transcriptional effect of PLZF through a non-canonical EZH2 activity. Nucleic Acids Res.2018; 46:3339–3350.2942530310.1093/nar/gky080PMC5909434

[28] BetancurP.A., AbrahamB.J., YiuY.Y., WillinghamS.B., KhamenehF., ZarnegarM., KuoA.H., McKennaK., KojimaY., LeeperN.J.et al. A CD47-associated super-enhancer links pro-inflammatory signalling to CD47 upregulation in breast cancer. Nat. Commun.2017; 8:14802.2837874010.1038/ncomms14802PMC5382276

[29] RamirezF., RyanD.P., GruningB., BhardwajV., KilpertF., RichterA.S., HeyneS., DundarF., MankeT. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.2016; 44:W160–W165.2707997510.1093/nar/gkw257PMC4987876

[30] HeinzS., BennerC., SpannN., BertolinoE., LinY.C., LasloP., ChengJ.X., MurreC., SinghH., GlassC.K. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell. 2010; 38:576–589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[31] RobinsonJ.T., ThorvaldsdottirH., WincklerW., GuttmanM., LanderE.S., GetzG., MesirovJ.P. Integrative genomics viewer. Nat. Biotechnol.2011; 29:24–26.2122109510.1038/nbt.1754PMC3346182

[32] McLeanC.Y., BristorD., HillerM., ClarkeS.L., SchaarB.T., LoweC.B., WengerA.M., BejeranoG. GREAT improves functional interpretation of cis-regulatory regions. Nat. Biotechnol.2010; 28:495–501.2043646110.1038/nbt.1630PMC4840234

[33] CreyghtonM.P., ChengA.W., WelsteadG.G., KooistraT., CareyB.W., SteineE.J., HannaJ., LodatoM.A., FramptonG.M., SharpP.A.et al. Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc. Natl. Acad. Sci. U.S.A.2010; 107:21931–21936.2110675910.1073/pnas.1016071107PMC3003124

[34] FurlongE.E.M., LevineM. Developmental enhancers and chromosome topology. Science. 2018; 361:1341–1345.3026249610.1126/science.aau0320PMC6986801

[35] SuX., JohansenM., LooneyM.R., BrownE.J., MatthayM.A. CD47 deficiency protects mice from lipopolysaccharide-induced acute lung injury and Escherichia coli pneumonia. J. Immunol.2008; 180:6947–6953.1845361610.4049/jimmunol.180.10.6947PMC2771449

[36] LiuX., KwonH., LiZ., FuY.X. Is CD47 an innate immune checkpoint for tumor evasion. J. Hematol. Oncol.2017; 10:12.2807717310.1186/s13045-016-0381-zPMC5225552

[37] RaisnerR., KharbandaS., JinL., JengE., ChanE., MerchantM., HavertyP.M., BainerR., CheungT., ArnottD.et al. Enhancer activity requires CBP/P300 Bromodomain-Dependent histone H3K27 acetylation. Cell Rep.2018; 24:1722–1729.3011062910.1016/j.celrep.2018.07.041

[38] SadlerA.J., RosselloF.J., YuL., DeaneJ.A., YuanX., WangD., IrvingA.T., Kaparakis-LiaskosM., GantierM.P., YingH.et al. BTB-ZF transcriptional regulator PLZF modifies chromatin to restrain inflammatory signaling programs. Proc. Natl. Acad. Sci. U.S.A.2015; 112:1535–1540.2560592710.1073/pnas.1409728112PMC4321291

[39] McConnellM.J., DurandL., LangleyE., Coste-SarguetL., ZelentA., ChomienneC., KouzaridesT., LichtJ.D., GuidezF. Post transcriptional control of the epigenetic stem cell regulator PLZF by sirtuin and HDAC deacetylases. Epigenet. Chromatin. 2015; 8:38.10.1186/s13072-015-0030-8PMC458116226405459

[40] SadlerA.J., SulimanB.A., YuL., YuanX., WangD., IrvingA.T., SarvestaniS.T., BanerjeeA., MansellA.S., LiuJ.P.et al. The acetyltransferase HAT1 moderates the NF-kappaB response by regulating the transcription factor PLZF. Nat. Commun.2015; 6:6795.2586506510.1038/ncomms7795

[41] MaoA.P., ConstantinidesM.G., MathewR., ZuoZ., ChenX., WeirauchM.T., BendelacA. Multiple layers of transcriptional regulation by PLZF in NKT-cell development. Proc. Natl. Acad. Sci. U.S.A.2016; 113:7602–7607.2732577410.1073/pnas.1601504113PMC4941452

[42] ShenH., XuW., GuoR., RongB., GuL., WangZ., HeC., ZhengL., HuX., HuZ.et al. Suppression of enhancer overactivation by a RACK7-histone demethylase complex. Cell. 2016; 165:331–342.2705866510.1016/j.cell.2016.02.064PMC4826479

[43] KilpinenH., WaszakS.M., GschwindA.R., RaghavS.K., WitwickiR.M., OrioliA., MigliavaccaE., WiederkehrM., Gutierrez-ArcelusM., PanousisN.I.et al. Coordinated effects of sequence variation on DNA binding, chromatin structure, and transcription. Science. 2013; 342:744–747.2413635510.1126/science.1242463PMC5502466

[44] CorcesM.R., BuenrostroJ.D., WuB., GreensideP.G., ChanS.M., KoenigJ.L., SnyderM.P., PritchardJ.K., KundajeA., GreenleafW.J.et al. Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat. Genet.2016; 48:1193–1203.2752632410.1038/ng.3646PMC5042844

[45] de HaanG., LazareS.S. Aging of hematopoietic stem cells. Blood. 2018; 131:479–487.2914194710.1182/blood-2017-06-746412

[46] DjeghloulD., KurandaK., KuzniakI., BarbieriD., NaguibnevaI., ChoisyC., BoriesJ.C., DosquetC., PlaM., VanneauxV.et al. Age-Associated decrease of the histone methyltransferase SUV39H1 in HSC perturbs heterochromatin and B lymphoid differentiation. Stem Cell Rep.2016; 6:970–984.10.1016/j.stemcr.2016.05.007PMC491150227304919

[47] SidlerC., WoycickiR., LiD., WangB., KovalchukI., KovalchukO. A role for SUV39H1-mediated H3K9 trimethylation in the control of genome stability and senescence in WI38 human diploid lung fibroblasts. Aging (Albany, NY). 2014; 6:545–563.2506376910.18632/aging.100678PMC4153622

[48] SunD., LuoM., JeongM., RodriguezB., XiaZ., HannahR., WangH., LeT., FaullK.F., ChenR.et al. Epigenomic profiling of young and aged HSCs reveals concerted changes during aging that reinforce self-renewal. Cell Stem Cell. 2014; 14:673–688.2479211910.1016/j.stem.2014.03.002PMC4070311

[49] BrownK., XieS., QiuX., MohrinM., ShinJ., LiuY., ZhangD., ScaddenD.T., ChenD. SIRT3 reverses aging-associated degeneration. Cell Rep.2013; 3:319–327.2337537210.1016/j.celrep.2013.01.005PMC3582834

[50] SinghS.K., WilliamsC.A., KlarmannK., BurkettS.S., KellerJ.R., OberdoerfferP. Sirt1 ablation promotes stress-induced loss of epigenetic and genomic hematopoietic stem and progenitor cell maintenance. J. Exp. Med.2013; 210:987–1001.2363022910.1084/jem.20121608PMC3646499

[51] AmanoK., HataK., MuramatsuS., WakabayashiM., TakigawaY., OnoK., NakanishiM., TakashimaR., KogoM., MatsudaA.et al. Arid5a cooperates with Sox9 to stimulate chondrocyte-specific transcription. Mol. Biol. Cell. 2011; 22:1300–1311.2134619110.1091/mbc.E10-07-0566PMC3078073

[52] IvanochkoD., HalabelianL., HendersonE., SavitskyP., JainH., MarconE., DuanS., HutchinsonA., SeitovaA., Barsyte-LovejoyD.et al. Direct interaction between the PRDM3 and PRDM16 tumor suppressors and the NuRD chromatin remodeling complex. Nucleic Acids Res.2019; 47:1225–1238.10.1093/nar/gky1192PMC637966930462309

[53] MohrinM., ChenD. The mitochondrial metabolic checkpoint and aging of hematopoietic stem cells. Curr. Opin. Hematol.2016; 23:318–324.2694527710.1097/MOH.0000000000000244PMC4891268

[54] MoonJ., KimH.R., ShinM.G. Rejuvenating aged hematopoietic stem cells through improvement of mitochondrial function. Ann. Lab. Med.2018; 38:395–401.2979780810.3343/alm.2018.38.5.395PMC5973912

[55] GuidezF., HowellL., IsalanM., CebratM., AlaniR.M., IvinsS., HormaecheI., McConnellM.J., PierceS., ColeP.A.et al. Histone acetyltransferase activity of p300 is required for transcriptional repression by the promyelocytic leukemia zinc finger protein. Mol. Cell Biol.2005; 25:5552–5566.1596481110.1128/MCB.25.13.5552-5566.2005PMC1156991

[56] VasanthakumarA., XuD., LunA.T., KuehA.J., van GisbergenK.P., IannarellaN., LiX., YuL., WangD., WilliamsB.R.et al. A non-canonical function of Ezh2 preserves immune homeostasis. EMBO Rep. 2017; 18:619–631.2822332110.15252/embr.201643237PMC5376973

[57] KaslerH.G., LeeI.S., LimH.W., VerdinE. Histone deacetylase 7 mediates tissue-specific autoimmunity via control of innate effector function in invariant natural killer T cells. Elife. 2018; 7:e32109.2966440110.7554/eLife.32109PMC5943034

# Supplementary material for: PLZF limits enhancer activity during hematopoietic progenitor aging
**Source:** Nucleic Acids Res. 2019 Mar 20;47(9):4509–20. doi: 10.1093/nar/gkz174
**Supplement:** Supplementary Data

## SUPPLEMENTAL MATERIALS

### Antibodies

| Antibodies       | Application | Supplier       | Reference   | Dilution/quantity |
|------------------|-------------|----------------|-------------|-------------------|
| SAV PE-CF594     | Cytometry   | BD Biosciences | 562284      | 1/500             |
| Cd45-2 AF700     | Cytometry   | BioLegend      | 109822      | 1/400             |
| c-Kit APC-Cy7    | Cytometry   | eBioscience    | 47-1171-82  | 1/500             |
| Sca1 PerCP-Cy5-5 | Cytometry   | BioLegend      | 122523      | 1/500             |
| FcgR Pe-Cy7      | Cytometry   | eBioscience    | 25-0161-82  | 1/1000            |
| Cd34 FITC        | Cytometry   | Miltenyi       | 120-014-229 | 1/100             |
| H3K27ac          | ChIP        | Active Motif   | 39133       | 4µl               |
| H3K4me1          | ChIP        | Abcam          | ab8895      | 1µg               |
| H3K4me3          | ChIP        | Abcam          | ab8580      | 1µg               |
| H3K27me3         | ChIP        | Abcam          | ab6002      | 2µg               |
| Flag M2          | ChIP ; WB   | Sigma          | F1804       | 2µg ; 1/500       |
| PLZF, clone 2A9  | WB          | Active Motif   | 39987       | 1/500             |
| Alpha-Tubulin    | WB          | Sigma          | T6199       | 1/5000            |

### Primers

| Primers<br>ChIP          | Forward                    | Reverse                    |
|--------------------------|----------------------------|----------------------------|
| <i>Hoxd10</i>            | 5'-GCCTTCCAGAAGACAGGAGC-3' | 5'-GGGGTGGCAACTCTGTTCAT-3' |
| <i>Cd47</i><br>enhancer  | 5'-GGGGAGCCAGTCACCATAGA-3' | 5'-GCCTATGCCAGAACGATGGA-3' |
| <i>Mef2c</i><br>enhancer | 5'-AAGATGGTCTGTGGAGGGGA-3' | 5'-AGGAGGCTTGAAAAGCAGCA-3' |
| <i>Furin</i><br>enhancer | 5'-CCAGTGGTAGCTCAGCTGTT-3' | 5'-TTGTTCATGTGTCAGCGTGC-3' |

## SUPPLEMENTAL EXPERIMENTAL PROCEDURES

### Chromatin Immunoprecipitation

Fixed pellets were washed twice with cold PBS and lysed with Lysis Buffer A (0.25% Triton X100, 10 mM Tris-HCl pH8, 10 mM EDTA, 0.5 mM EGTA), and Lysis Buffer B (250 mM NaCl, 50 mM Tris-HCl pH8, 1 mM EDTA, 0.5 mM EGTA). Nuclei were suspended in Buffer C (0.5% SDS, 10 mM Tris-HCl pH8, 1mM EDTA, 0.5 mM EGTA) and chromatin was sonicated using the Bioruptor® Pico (Diagenode) in order to obtain DNA fragments with an average size of 300 bp. After centrifugation, the soluble chromatin was diluted in Buffer D (0.6% Triton X100, 0.06% NaDOC, 150 mM NaCl, 12 mM Tris-HCl pH8, 1 mM EDTA, 0.5 mM EGTA) and immunoprecipitated overnight at 4°C with

magnetic beads (Active Motif) pre-incubated with the antibody of interest (supplemental materials). Buffer A, B, C, D were supplemented with 1X proteinase inhibitor cocktail (Life Technology # 11873580001) and 0.5 mM PMSF. ChIP were washed with the following combinations of wash buffers: W1 (1% Triton X100, 0.1% NaDOC, 150 mM NaCl, 10 mM Tris-HCL pH8), W2 (0.5% NP40, 0.5% Triton X100, 0.5% NaDOC, 150 mM NaCl, 10 mM Tris-HCL pH8), W3 (0.7% Triton X100, 0.1% NaDOC, 250 mM NaCl, 10 mM Tris-HCL pH8), W4 (0.5% NP40, 0.5% NaDOC, 250 mM LiCl, 20mM Tris-HCL pH8, 1mM EDTA, W5 (0.1% NP40, 150 mM NaCl, 20 mM Tris-HCL pH8, 1 mM EDTA), W6 (20 mM Tris-HCL pH8, 1 mM EDTA). Immunoprecipitated DNA from GMPs was purified with I-Pure Kit (Diagenode). DNA from 416b was eluted in Elution Buffer (0.5 mM EDTA, 300 mM NaCl, 0.5% SDS, 10 mM Tris-HCl), reverse cross-linked, treated with RNase A (Sigma-Aldrich) and Proteinase K (Roche), and purified with a QIAquick PCR purification kit (Qiagen).

For Flag ChIP-seq, 20 millions of cells were fixed with 1% of formaldehyde for 10 min at 25°C. Reaction was quenched by adding 14 volumes of PBS containing 5% of FCS. Fixed pellets were washed twice with cold PBS and lysed in RIPA buffer supplemented with 1X PIC (50 mM Tris-HCL pH8, 150 mM NaCl, 2 mM EDTA, 1% NP40, 0.5% NaDOC, 0.1% SDS). Sonication was done using Ultrasonic Homogenizer and chromatin was incubated overnight at 4°C with magnetic beads (Dynabeads, Invitrogen) pre-incubated with Flag-M2 antibody (supplemental materials). ChIP was washed with the following buffers: twice with WF1 (10 mM Tris-HCl pH8, 200 mM NaCl, 1 mM CaCl<sub>2</sub>, 0.5% NP40), twice with WF2 (10 mM Tris-HCl pH8, 500 mM NaCl, 1 mM CaCl<sub>2</sub>, 0.5% NP40), twice with WF3 (50 mM Tris-HCl pH8, 10 mM EDTA). DNA elution was done as described above for 416b cells.

#### Biological Replicates for ChIP-seq, ATAC-seq and RNA-seq analyses

For 416b cells: histone mark ChIP-seq were done once, but validated by two independent spike-in ChIP-qPCR; Flag ChIP-seq in 416b PLZF-Flag condition were issued from two independent IPs and sequencing, and in 416b Empty-vector condition from one IP and sequencing; ATAC-seq data were issued from two individual experiments; RNA-seq was performed once and data were therefore presented as MA plot.

For GMPs: histone mark ChIP-seqs were issued from two independent experiments (except for H3K4me3) and RNA-seq from three independent RNA extraction and sequencing.

For each model, replicate concurrency was verified using correlation heatmap (Pearson correlation) from Deeptools suite (v2.2.4), and sample replicates were merged into a single bam file.

## Computational analyses

Sequencing quality control was determined using FastQC tool (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Reads with Phred quality score less than 30 were filtered out.

For ChIP-seq in 416b cells (Flag, H3K4me1, H3K4me3, H3K27ac, H3K27me3), reads were mapped to an "hybrid genome" combining *Mus musculus* (GRCm38/mm10) and *Drosophila melanogaster* (dm6) genomes as previously described (1) using default parameters of Bowtie2 (v2.3.4.1); (2). For ChIP-seq in human KG1 cells (PLZF and H3K4me3 from GSE109619, new H3K4me1 and H3K27ac), reads were mapped to *Homo Sapiens* (hg19) genome. Next, tags were sorted according to their genome of origin (mm10, hg19 or dm6). Duplicate tags were removed and mapped tags were processed for further analysis.

High confidence binding sites were determined using MACS2 peak caller (3): sharp mode for Flag-PLZF (-p 0.05, IDR 1%); broad mode for histone marks (broad-cutoff=0.05 -q 0.01). Inputs were used as controls. For quantitative analysis, mm10 mapped tags were counted within peak coordinates (defined previously by MACS2) using featureCounts (4). For 416b cells, a scaling factor was calculated using dm6 mapped tags (H2Av-bound regions) as described (5). Counted mm10 mapped tags were normalized according to this scaling factor (Spike-in correction). Spike-in correction was done for signal analysis. For IGV visualization, spiked-mapped tags were converted into BigWig using the deepTools suite (v2.2.4) (bamCoverage, multiBigwigSummary) (6).

Active enhancer coordinates were defined by the presence of H3K4me1 and H3K27ac and subsequently depleted for H3K4me3 (7). Furthermore, to determine PLZF-bound enhancers, regions located within 12.5 kb of each other were stitched together as previously described (8). Finally, H3K27ac fold changes were used for enhancer differential binding analysis.

Since a peak is not a single entity and can intersect with multiple peaks, it is worth noting that during intersect processes; we needed to merge peaks for comparison. This can lead to some small variations where, a same dataset can have different total peak number, according to the considered intersection. Peaks were intersected using bedtools intersect (v2.17.0) with a minimum overlap of 1-base (9).

For ATAC-seq, reads were mapped to mm10 and normalized using the number of mouse mapped tags. Peak calling was done using MACS2, sharp mode (-p 0.01). Other analyses were done as for ChIP-seq.

For RNA-seq, reads were mapped to mm10 genome using subread-align (v1.5.0) (10) with default parameters. Gene expression was determined by counting mapped tags at gene levels using featureCounts (4) and counts were normalized by the size of each library (DESeq2, estimateSizeFactors function) (11).

The Gene Ontology (GO) biological processes associated with candidate genes were determined using g:Profiler (12) tool with a p-value < 0.05 and by taking into account a background. For enhancers named "K27ac de novo", "K27ac up", "K27ac unchanged" (supplemental Figure S4) the background used was all active enhancer-associated genes contained in the 416b PLZF-Flag and 416b Empty vector conditions. For enhancers named "common" (Figure 5E), the background used was all active-enhancer-associated genes contained in WT, *Zbtb16*<sup>lu/lu</sup>, Old and Young GMP conditions.

*De novo* binding motif analysis was performed on GMP active enhancer coordinates. Upon PLZF inactivation, enhancers without H3K27ac variation and enhancers with H3K27ac variation and associated with metabolic processes were analyzed separately using Regulatory Sequence Analysis Tools (RSAT) (13). Only motifs with E-value < 0.05 were filtered-in. Related binding motifs were found using the Catalog of Inferred Sequence Binding Preferences (cis-BP mouse) database (14).

## References

1. Orlando, D.A., Chen, M.W., Brown, V.E., Solanki, S., Choi, Y.J., Olson, E.R., Fritz, C.C., Bradner, J.E. and Guenther, M.G. (2014) Quantitative ChIP-Seq normalization reveals global modulation of the epigenome. *Cell Rep*, **9**, 1163-1170.
2. Langmead, B. and Salzberg, S.L. (2012) Fast gapped-read alignment with Bowtie 2. *Nat Methods*, **9**, 357-359.
3. Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W. *et al.* (2008) Model-based analysis of ChIP-Seq (MACS). *Genome Biol*, **9**, R137.
4. Liao, Y., Smyth, G.K. and Shi, W. (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*, **30**, 923-930.
5. Egan, B., Yuan, C.C., Craske, M.L., Labhart, P., Guler, G.D., Arnott, D., Maile, T.M., Busby, J., Henry, C., Kelly, T.K. *et al.* (2016) An Alternative Approach to ChIP-Seq Normalization Enables Detection of Genome-Wide Changes in Histone H3 Lysine 27 Trimethylation upon EZH2 Inhibition. *PLoS One*, **11**, e0166438.
6. Ramirez, F., Ryan, D.P., Gruning, B., Bhardwaj, V., Kilpert, F., Richter, A.S., Heyne, S., Dundar, F. and Manke, T. (2016) deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res*, **44**, W160-165.
7. Rada-Iglesias, A., Bajpai, R., Swigut, T., Brugmann, S.A., Flynn, R.A. and Wysocka, J. (2011) A unique chromatin signature uncovers early developmental enhancers in humans. *Nature*, **470**, 279-283.
8. Whyte, W.A., Orlando, D.A., Hnisz, D., Abraham, B.J., Lin, C.Y., Kagey, M.H., Rahl, P.B., Lee, T.I. and Young, R.A. (2013) Master transcription factors and mediator establish super-enhancers at key cell identity genes. *Cell*, **153**, 307-319.
9. Quinlan, A.R. and Hall, I.M. (2010) BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*, **26**, 841-842.
10. Liao, Y., Smyth, G.K. and Shi, W. (2013) The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res*, **41**, e108.
11. Love, M.I., Huber, W. and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*, **15**, 550.
12. Reimand, J., Arak, T., Adler, P., Kolberg, L., Reisberg, S., Peterson, H. and Vilo, J. (2016) g:Profiler-a web server for functional interpretation of gene lists (2016 update). *Nucleic Acids Res*, **44**, W83-89.

13. Thomas-Chollier, M., Herrmann, C., Defrance, M., Sand, O., Thieffry, D. and van Helden, J. (2012) RSAT peak-motifs: motif analysis in full-size ChIP-seq datasets. *Nucleic Acids Res*, **40**, e31.
14. Weirauch, M.T., Yang, A., Albu, M., Cote, A.G., Montenegro-Montero, A., Drewe, P., Najafabadi, H.S., Lambert, S.A., Mann, I., Cook, K. *et al.* (2014) Determination and inference of eukaryotic transcription factor sequence specificity. *Cell*, **158**, 1431-1443.

Figure S1

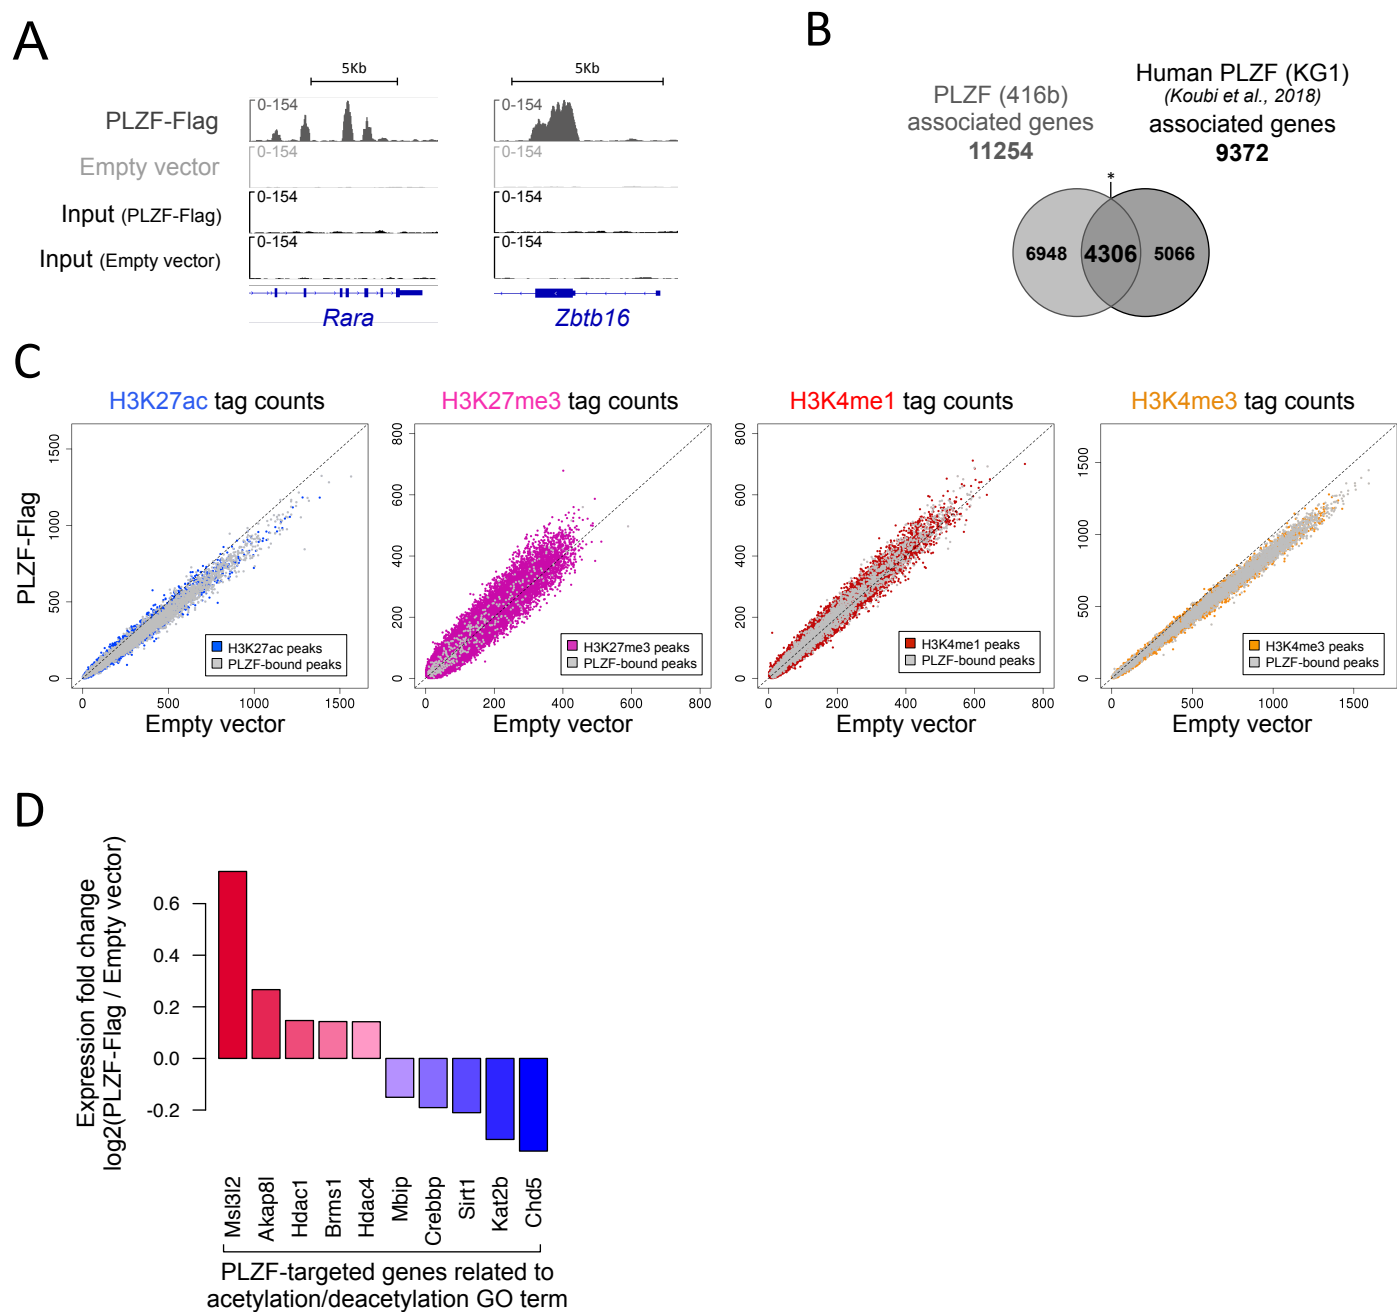

Figure S2

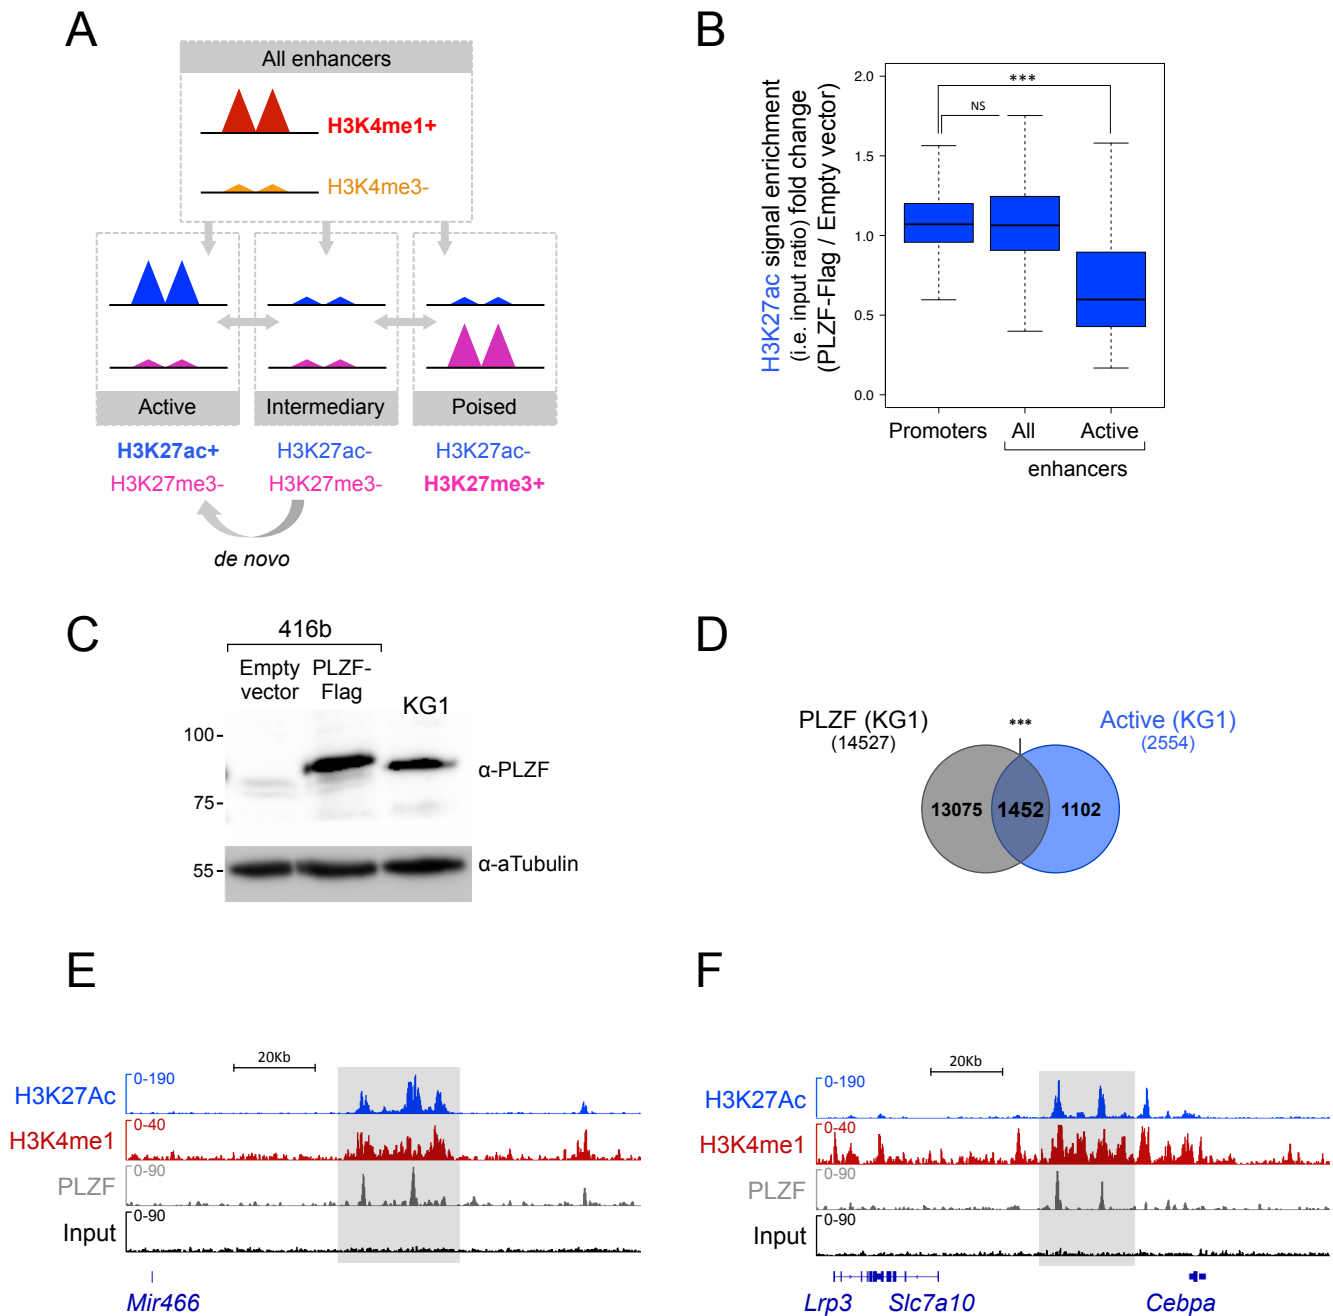

**Figure S2. Related to figure 2**

(A) Schematic representation of enhancers. Enhancer regions are determined with H3K4me1 (high) and H3K4me3 (low) levels. Intermediary enhancers lack H3K27ac and H3K27me3 but could gain these histone marks. Active enhancers are H3K4me1+, H3K4me3-, H3K27ac+, poised enhancers are H3K4me1+, H3K4me3-, H3K27me3+. Enhancers gaining H3K27ac are defined as "de novo active enhancers". (B) Box plot showing H3K27ac enrichment (% H3K27ac bound / Input) fold change (PLZF-Flag / Empty vector) at promoter, enhancer and active enhancer regions. . \*\*\* $P < 0.001$  (Welch's t.test); NS not significant. (C) Immunoblot showing PLZF expression in Empty vector, PLZF-Flag 416b and in KG1 cells using anti-PLZF antibody. Anti-aTubulin was used as loading control. (D) Venn diagrams showing the overlap between PLZF peaks and active enhancers (Active) in KG1 cells. Enhancer regions in KG1 were determined as for 416b using KG1 ChIP-seq data (GSE109619; new H3K27ac and H3K4me1). \*\*\* $P < 0.001$  (hypergeometric test) (E-F) Representative Integrative Genomics Viewer (IGV) tracks of H3K27ac, H3K4me1 and PLZF in KG1 cells at enhancer regions. The grey box underlines the region of interest.

Figure S3

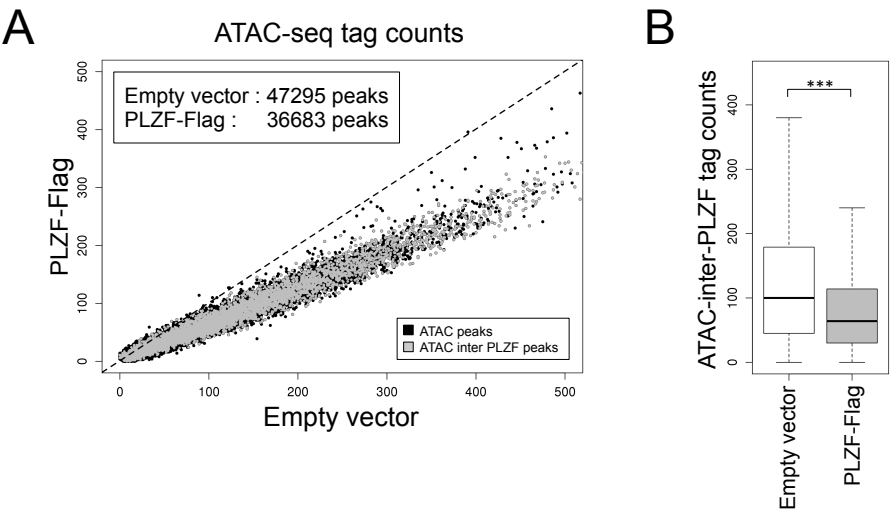

**Figure S3. Related to figure 3**  
(A) Scatter plots showing ATAC-seq signal in PLZF-Flag *versus* Empty vector conditions. Grey circles represent sites bound by PLZF. (B) Box plots showing ATAC-seq signal at PLZF-bound sites in Empty vector and PLZF-Flag conditions. \*\*\* $P < 0.001$  (Welch's t.test).

Figure S4

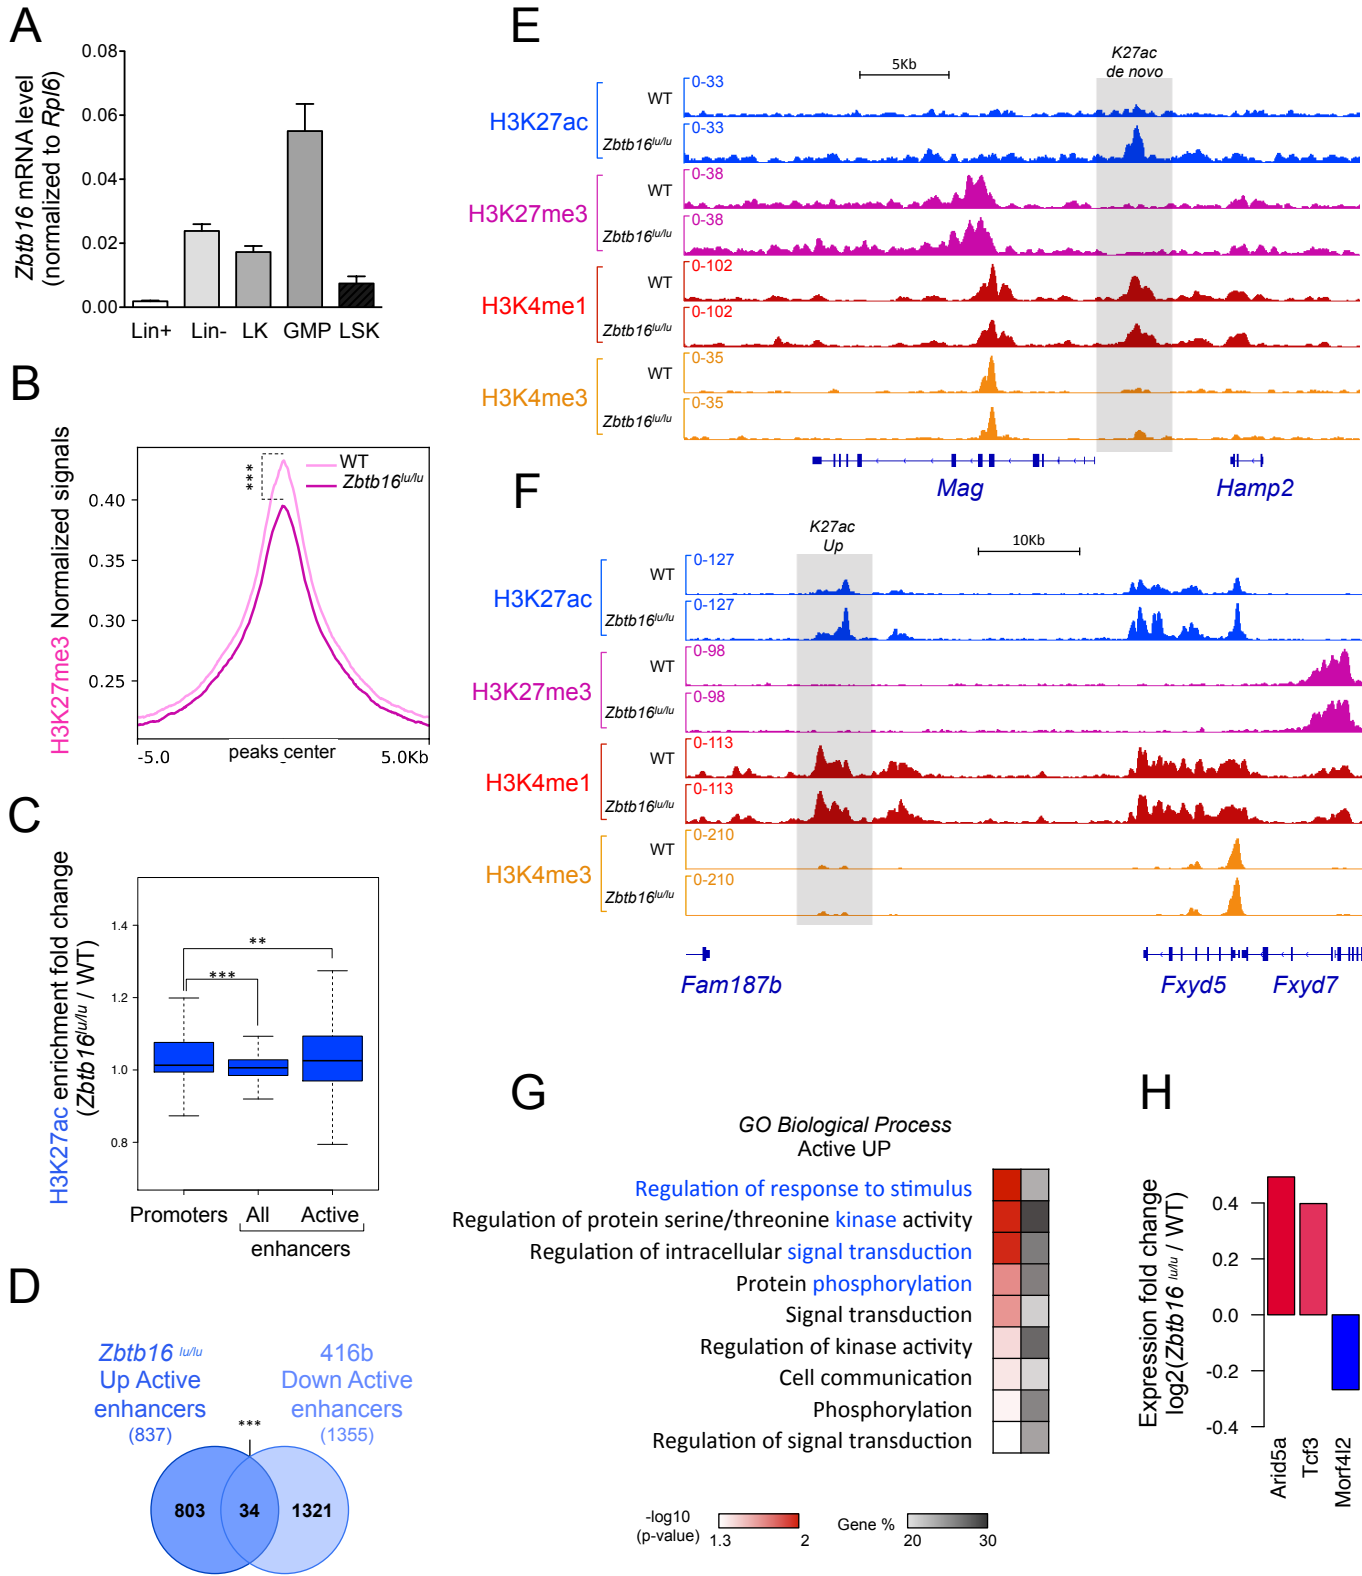

Legend on next page

# Figure S4

## Figure S4. Related to figure 4

(A) *Zbtb16* expression normalized to *Rpl6* in immature hematopoietic compartment. Lin-: Lineage negative; Lin+: Lineage positive; LK: Lin-, c-Kit+; GMP : Granulocyte-Monocyte Progenitor; LSK: Lin-, c-Kit+ and Sca-1+. mRNA values are expressed as a mean  $\pm$ SD (n=4). (B) Density plot profiles of H3K27me3 normalized signal in WT and *Zbtb16*<sup>lu/lu</sup> GMPs . \*\*\* $P < 0.001$  (paired Welch's t.test). (C) Box plot showing H3K27Ac enrichment (% H3K27ac bound / Input) fold change (*Zbtb16*<sup>lu/lu</sup> / WT) at promoter, enhancer and active enhancer regions. \*\* $P < 0.01$ ; \*\*\* $P < 0.001$  (Welch's t.test). (D) Venn diagrams showing the intersection between enhancers modified upon PLZF over expression (Down Active, from 416b) and upon PLZF mutation (Up Active, from GMPs). \*\*\* $P < 0.001$  (hypergeometric test) (E-F) Representative Integrative Genomics Viewer (IGV) tracks of H3K27ac, H3K27me3, H3K4me1 and H3K4me3 in WT and *Zbtb16*<sup>lu/lu</sup> GMPs at enhancer regions. The grey box underlines the region of interest. (G) Gene Ontology (GO) enrichment of genes associated with enhancers that increase (Active UP: K27ac *de novo* and K27ac Up). Red scale indicates the p-value (-log10) and grey scale represents gene % (i.e. % of genes observed /total number of genes within each GO term). (H) mRNA expression fold change of acetylation machinery partners. Results are expressed as  $\log_2(\text{Zbtb16}^{\text{lu/lu}}/\text{WT})$  and are extracted from RNA-seq data.  $P < 0.05$  (Welch's t.test).

Figure S5

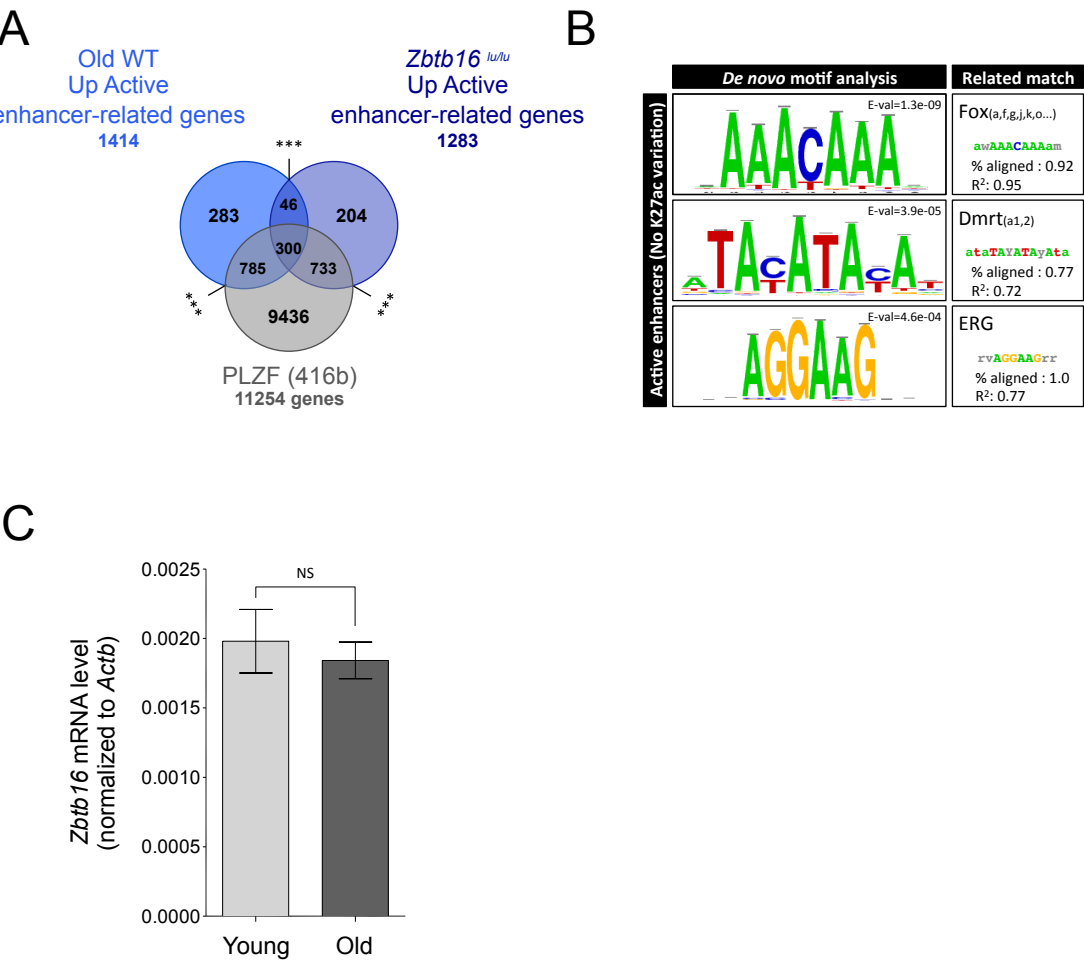

**Figure S5. Related to figure 5**

(A) Venn diagrams showing the intersection between enhancer-associated genes modified upon aging (Old WT Up Active), modified upon PLZF mutation (*Zbtb16*<sup>lu/lu</sup> Up Active), and PLZF-bound associated genes from PLZF-Flag 416b cells. \*\*\**P* < 0.001 (hypergeometric test). (B) *De novo* binding motif analysis at active enhancers which were not affected upon PLZF inactivation. (C) RT-qPCR showing *Zbtb16* expression levels in Young and Old GMPs. mRNA values are normalized to *Actb* and expressed as a mean ±SD (n=3); NS not significant.

How the deposited data were processed for this re-analysis (not part of the article)

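RNA-seq was analysed for 416b cells (Empty vector and PLZF-Flag, 1 library each) and for GMPs (WT and Zbtb16lu/lu, 2 libraries each). The ChIP-seq and ATAC-seq samples were not analysed here. In both experiments the authors mapped reads to mm10 with subread-align, counted them per gene with featureCounts and divided the counts by DESeq2 size factors, so the signal values as deposited are normalized counts. The tables also hold log2 values made by the authors after adding 1, from the normalized counts of each library for 416b cells and from the means of each genotype for GMPs. The log2 fold changes given for GMPs are not the authors'. They are differences between genotypes in the mean of log2 values calculated here for each library, so for Il10ra the value here was 1.01 and that in the authors' table 0.951. The GMP table also holds the authors' own fold changes, p-values and adjusted p-values, which are marked as theirs wherever printed.

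For 416b cells, reads were recovered from the normalized counts, and 84.5% and 85.2% of values in Empty vector and PLZF-Flag were whole reads. Depth was 54529193 and 19996259 reads on the listed genes. Log2 ratios used a pseudocount of 1 and 95% exact binomial intervals, and gene lists were compared with 10000 random lists, matched on mean expression for ratios, among genes with a mean of at least 10. A count test needs replicates and was not possible. The alternatives were edgeR TMM scaling, total counts, pseudocounts of 0.1 and 10, no filter, a mean of at least 100, and random lists without matching.

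For GMPs, a count test in edgeR had been planned. The values are normalized, and in each of the 4 columns 100% of them were whole multiples of the smallest value, which was 0.994 and 0.964 in WT and 1.004 and 1.028 in Zbtb16lu/lu. Where this value is so close to 1, in a column of each genotype, the rule set for recovering reads does not accept it, so no count test was run, although the multiples would allow one. The number of genes called by a count test is therefore not known here. Instead, limma-trend was used on log2 values with a pseudocount of 1. The plan assumed 3 libraries per genotype and 2 are in the table. Genes with a value of at least 10 in at least 2 libraries were tested (20531 genes) with Benjamini-Hochberg adjustment and a threshold of 0.08. The number of reads behind the GMP values is not stated, and the library totals are those of normalized counts. On simulated data with the same design, 87 genes were called when 200 genes were changed 2-fold, 82 of them among the changed genes, and 0 when none was changed. Changes under 2-fold, and differences in GC bias between libraries, were not part of this simulation. How many smaller changes the test would find is therefore not known. The alternatives were no filter, a mean of at least 100, pseudocounts of 0.1 and 10, offsets for GC content and gene length (from GENCODE M21), library totals without histone genes and the 10 most abundant genes, a threshold of 0.05, and leaving out each library. Equal library totals, quantile normalization, no intensity trend, a robust variance prior, the genes with an adjusted p in the authors' table and leaving out each library for the gene lists were added after seeing the data.

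Gene lists were tested in GMPs with camera at a preset correlation of 0.01 and with fry. They were the genes of Figure 3D, Figure S1D and Figure S4H, heat shock, endoplasmic reticulum chaperone, immediate early, mature neutrophil, monocyte, primary granule, erythroid and megakaryocyte, B-lineage, T and NK cell, sex, S phase, G2/M, histone acetyltransferase and deacetylase, replication-dependent histone, ribosomal protein, and Common (Table S5) genes. The T and NK cell list had 2 tested genes and was not tested as a list, which left 18. Several lists were written knowing which genes Table S4 names. No set test was run on the Up Active or K27ac de novo lists, because the copies used hold fewer genes than their headings state. Technical explanations were examined with 10000 random lists drawn from the 40 genes nearest to each member in length and GC content.

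The genes named are those whose RNA-seq value the paper names and the Up Active genes under the authors' threshold. The largest rises and falls among genes past the threshold were also to be named, and no gene passed. Bars of Figure S1D and Figure S4H were read against their axes when the values calculated here were already known, so they are not an independent comparison and are not printed. The software was R 4.3.3, limma 3.58.1, edgeR 4.0.16 (416b scaling only), Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.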

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

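The tests of GC content and length for the histone genes, of mature neutrophils, of a single deciding library for the monocyte and ribosomal protein lists, and of a length and GC trend as the whole cause for the ribosomal protein list were chosen after the results were seen. Each list below was higher in both Zbtb16lu/lu libraries than in both WT libraries, in genes the paper does not discuss as a group. Each passed camera with a preset correlation and none passed fry (smallest fry adjusted p over all lists 0.109).

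Replication-dependent histone genes had a median log2 fold change of 0.88, with 69 of 69 genes higher (camera adjusted p = 4.98e-49, fry adjusted p = 0.259). Table S4 lists 32 histone genes. The median stayed at or above 0.60 (0.5981) with each library left out. It lay at the 100 percentile of lists matched on length and GC content, which argues against these as the whole cause. More cells in S phase stays open, since the S phase list had a median of 0.11 (0.1069), less than the spread between libraries of 0.113. More RNA without a poly(A) tail also stays open. Small RNA genes had a median of -0.07 (-0.07168), within their spread of 0.105. Reads shared between near-identical copies were not tested, and an effect of genotype stays open as untested.

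Mature neutrophil genes had a median log2 fold change of 0.99, with 16 of 18 higher (camera adjusted p = 1.05e-08, fry adjusted p = 0.347). All 18 genes of the list passed the expression filter, which 2 libraries of either genotype can meet. Some had few normalized counts in the WT libraries, such as Ly6g (2.98 and 4.82) and Mmp9 (15.91 and 0). The median stayed at or above 0.71 (0.7064) with each library left out. It lay at the 100 percentile of matched lists, which argues against length or GC content as the whole cause. Mature neutrophils among the sorted cells may contribute. The 3 most abundant genes of the list, Anxa1, S100a8 and S100a9, had a median of 0.29 (0.2886), and their high baseline in GMPs would hide a small share, so this and a change within GMPs cannot be told apart.

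Monocyte genes had a median log2 fold change of 0.42, with 17 of 17 higher (camera adjusted p = 7.7e-12, fry adjusted p = 0.222). The median stayed at or above 0.27 (0.2718) with each library left out and lay at the 100 percentile of matched lists. The percentile argues against length or GC content as the whole cause. Other cells among those sorted were not tested for this list, and an effect of genotype stays open as untested.

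Ribosomal protein genes had a median log2 fold change of 0.11, with 72 of 90 higher (camera adjusted p = 7.73e-06, fry adjusted p = 0.317). The median stayed at or above 0.08 (0.07514) with each library left out. With GC and length offsets it was 0.08 (0.07769, camera adjusted p = 3.93e-04), above the spread between libraries of 0.0507, which argues against a trend on these as the whole cause. It lay at the 96.68 percentile of matched lists, so a part played by length and GC content stays open, as does an effect of genotype, which was untested.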

How the results depend on the processing

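The count of genes past the threshold was 0 under all 12 alternatives run, with smallest adjusted p-values from 0.174 to 0.615 and from 1537 to 2782 genes at an unadjusted p under 0.05. For Up Active genes it was also 0 under all 12. These counts were not made with a library left out, because that leaves 1 library in a group. Zbtb16 stayed lower in every alternative, with log2 fold changes from -1.38 to -1.25 across the 11 with a test and adjusted p-values from 0.174 to 0.615. The genes at an unadjusted p under 0.05 were 1130 higher and 898 lower in the reported comparison. The balance turned to 804 higher and 881 lower with GC and length offsets. Among the settings added after seeing the data it was 757 higher and 780 lower for genes with an adjusted p in the authors' table, and 1077 higher and 544 lower with no intensity trend. Arid5a, Tcf3 and Morf4l2 kept their direction in every alternative, but the number of them under 0.05 adjusted over the list alone did not stay at 3. With GC and length offsets it was 1, with limma adjusted p-values of 0.0320 for Arid5a, 0.283 for Tcf3 and 0.159 for Morf4l2. With quantile normalization it was 2 (Morf4l2 0.0631) and with no intensity trend 0 (0.0714, 0.0853 and 0.124), both added after seeing the data. The cause was not tested.

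The DESeq2 Wald test and DESeq2 size factors inside edgeR were not run on GMPs, because the normalized counts were not treated as recovered reads. All of them were whole multiples of the smallest value in their library, so such a test would be possible, and the count of 0 is that of limma alone. The replicate block, alone or with GC and length offsets, was not run, because the columns carry no replicate numbers. Camera, fry and Fisher's exact test were not run on the Up Active list, because its copy is incomplete. Msl3l2 has no value under any alternative.

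The median of the Up Active genes was 0.02 and moved under several settings, to 0.03 (0.0301) with no filter, 0.0086 with a mean of at least 100, 0.0090 with GC and length offsets and 0.0430 with library totals without histone genes and the 10 most abundant genes. Among the settings added after seeing the data it was 0.04 (0.0358) with quantile normalization and 0.0031 for genes with an adjusted p in the authors' table. It ranged from -0.0077 to 0.0453 with each library left out, so its direction rests on the WT library of the shared date. The median of other genes with each library left out was not calculated, so a shift of whole libraries is not excluded. The move with library totals was a rescaling of whole libraries, which also took Arid5a from 0.494 to 0.514 and Tcf3 from 0.401 to 0.421. The cause of the remaining moves was not tested.

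With fry in place of camera, 7 gene lists no longer passed 0.05, with medians unchanged by construction. They were heat shock (-0.46, adjusted p = 0.222), endoplasmic reticulum chaperones (-0.40, 0.392), mature neutrophil (0.99, 0.347), monocyte (0.42, 0.222), G2/M (-0.25, 0.222), histone (0.88, 0.259) and ribosomal protein (0.11, 0.317). With GC and length offsets the S phase list passed (median 0.0415, adjusted p = 0.0480). With the same offsets the medians of the Figure 3D genes (0.0355), the Figure S1D genes (-0.0234) and the primary granule genes (-0.0058) reversed. The cause was not tested.

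With each library left out in turn, the medians ranged from -0.113 to -0.0203 for the Figure 3D genes, 0.0085 to 0.13 for the Figure S1D genes, 0.305 to 0.496 for the Figure S4H genes, -0.72 to -0.12 for endoplasmic reticulum chaperones, -0.26 to 0.45 for immediate early, 0.27 to 0.55 for monocyte, 0.0640 to 0.164 for primary granule, -0.90 to 0.61 for erythroid and megakaryocyte, 0.0718 to 0.329 for B-lineage, -0.46 to 0.0076 for sex, 0.0014 to 0.23 for S phase, -0.36 to -0.20 for G2/M, -0.0135 to 0.0627 for acetyltransferases and deacetylases and 0.0031 to 0.0669 for Common genes. The erythroid and megakaryocyte median was 0.09 without the Zbtb16lu/lu library of the shared date.

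In 416b cells the PBDA and strong binding medians stayed within their intervals under every alternative run. The PBDA expression level was 10.50 with no filter and 10.70 with a mean of at least 100, which change the genes included. The Pearson correlation of 416b and GMP changes was -0.0021 with a mean of at least 100 in both, and the Spearman correlation 0.0646. Depth limits Chd5 and Msl3l2, where no change can be shown.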

Differences from the paper's values

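The paper reports 53 genes lower in Zbtb16lu/lu GMPs at an FDR below 8%, and 0 were found here. It reports 145 genes higher, and 0 were found here. For Up Active genes the paper gives 12 higher, and 0 were found here. None of the alternatives set before the data were examined closed any of these gaps, and neither did those added after seeing the data. All of them were limma comparisons of log2 values. A count test was not run here, so whether one would close the gaps is not known. The deposited table of the authors holds 145 higher and 53 lower genes at that threshold, which are the authors' calls.

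The paper calls Arid5a, Tcf3 and Morf4l2 affected by an unadjusted test. The unadjusted limma p-values here, which permutation of 2 libraries against 2 could not reach, were 0.00258, 0.00955 and 0.0389, and also lay under that limit. Adjusted over all genes they were 0.343, 0.422 and 0.4903. With GC and length offsets the log2 fold change of Arid5a was 0.34 and that of Tcf3 0.12.

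Figure S1D shows Msl3l2 as the highest bar. Here the gene had 1 read in each library and no ratio is given. The paper states that Chd5 was modulated, and the interval here, -1.31 to 0.48, includes 0. The paper states that genes with strong PLZF binding were lower, and the intervals of Bbx (upper limit 0.0007) and Mrpl23 here include 0.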

Other observations

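The tests of handling stress, of fewer dividing cells, of date as the whole cause and of Msl3l2 were chosen after the results were seen.

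Heat shock genes were lower in Zbtb16lu/lu GMPs, with a median log2 fold change of -0.46 and 23 of 23 lower (camera adjusted p = 3.76e-14, fry adjusted p = 0.222). The median nearest to 0 with each library left out was -0.30 (-0.2976) and it lay at the 0 percentile of lists matched on length and GC content, which argues against 1 library and against these as the whole cause. Stress during cell handling may differ between libraries. Immediate early genes had a median of 0.11 (0.105), but from -0.26 to 0.45 with each library left out, so this stays open. Endoplasmic reticulum chaperones were lower too, with a median of -0.40 and 17 of 17 lower (camera adjusted p = 2.42e-07, fry adjusted p = 0.392). Without the WT library of the shared date the median was -0.12, and without the other -0.72.

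G2/M genes were lower, with a median of -0.25 and 20 of 20 lower (camera adjusted p = 1.05e-08, fry adjusted p = 0.222), at the 0.06 percentile of matched lists, which argues against length and GC content as the whole cause. Fewer dividing cells would lower S phase genes too. The S phase median lay above the G2/M median by at least 0.20 (0.2042) with each library left out, which argues against an equal fall of both lists. The S phase median itself was then 0.0014, less than its spread between libraries of 0.113. Within the shared date it was -0.04, and that of G2/M -0.18. A smaller fall of S phase genes is not excluded, so fewer dividing cells stays open.

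The other lists did not pass camera. Median log2 fold changes were -0.10 for the Figure 3D genes (camera adjusted p = 0.409), 0.08 for Figure S1D (0.409), 0.40 for Figure S4H (0.122), 0.11 for immediate early (0.0639), 0.11 for primary granule (0.0887), -0.38 for erythroid and megakaryocyte (0.313), 0.29 for B-lineage (0.0639), -0.23 for sex (0.102), 0.11 for S phase (0.0887), 0.02 for acetyltransferases and deacetylases (0.624) and 0.03 for Common genes (0.122). The T and NK cell list had 2 genes, 1 higher and 1 lower. The erythroid and megakaryocyte median was 0.61 without the other WT library and -0.90 without the WT library of the shared date.

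GC-rich genes were higher in Zbtb16lu/lu libraries. The slopes per 10% GC on the log2 scale were 0.0091 and -0.23 in WT and 0.08 and 0.13 in Zbtb16lu/lu. WT libraries differed by 0.23 (0.2341), more than the genotypes (0.216), so a difference in GC bias between libraries and an effect of genotype cannot be told apart.

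Deviations of the libraries of the shared date from their genotypes' means had r = 0.04 (0.03941, Spearman 0.0736) across 13784 genes, which are not independent replicates. The differences between genotypes within the shared date, which date cannot give, went together with those between the remaining libraries (r = 0.28, 0.2818, Spearman 0.292). The 13784 genes were those of the test above. Over all 20531 tested genes r was 0.0715 (Spearman 0.142), below the limit of 0.1 set for this test, so its outcome rests on the more abundant genes. Within the shared date the median of the histone genes was 0.43 and that of the heat shock genes -0.57. It was 0.49 for monocyte genes, 0.49 for mature neutrophil genes (spread between libraries 0.51) and 0.05 for ribosomal protein genes (spread 0.05). It was -0.68 for endoplasmic reticulum chaperones and -0.18 for G2/M genes. For S phase genes it was -0.04, against 0.11 over all libraries. For the more abundant genes, 0.2818 argues against date as the whole cause. Whether date adds to the differences, and any other difference between single libraries, stays open. Of the 3 splits of the 4 libraries into pairs, 1, the genotypes, gave as many genes with an unadjusted p under 0.05 as the 2028 of the genotypes. The other splits gave 483 and 571, and 2 and 1 genes with an adjusted p under 0.08, where the genotypes gave 0. With 3 splits no small share can be reached.

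Within 20 Mb of Zbtb16, 38 of 392 genes had an unadjusted p under 0.05, 9.69% against 9.91% of other genes (odds ratio 0.9761, two-sided Fisher's exact p = 1). Within 10 Mb the odds ratio was 1.15 (two-sided Fisher's exact p = 0.50). The authors' table calls 7 genes within 20 Mb. Strain sequence kept around the mutation may still affect single genes, which this test (0.9761) leaves open.

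Gain of PLZF in 416b cells and its loss in GMPs could move the same genes in opposite directions. Across 11240 genes the changes had r = -0.0344 (-0.03437) and Spearman 0.0268, of opposite sign, so the test leaves this open. Genes are not independent replicates. Of 132 genes the authors call in GMPs, 71 (53.79%) had opposite signs, against 47.57% of all genes.

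Msl3l2 is the highest bar of Figure S1D. All 96 genes with 1 read in each 416b library have the same value of 0.72 when the log2 ratio is formed after adding 1. At equal reads it follows from the size factors and the added 1, so it is not given as an expression change. Muc1, singled out after its value was seen, rose from 16 to 84 reads (log2 ratio 3.71, 95% interval 3.06 to 4.71) in PLZF-Flag cells.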
